# HDAC9-mediated epithelial cell cycle arrest in G2/M contributes to kidney fibrosis in male mice

**DOI:** 10.1038/s41467-023-38771-4

**Published:** 2023-05-25

**Authors:** Yang Zhang, Yujie Yang, Fan Yang, Xiaohan Liu, Ping Zhan, Jichao Wu, Xiaojie Wang, Ziying Wang, Wei Tang, Yu Sun, Yan Zhang, Qianqian Xu, Jin Shang, Junhui Zhen, Min Liu, Fan Yi

**Keywords:** Renal fibrosis, Chronic kidney disease, Checkpoints

## Abstract

Renal tubular epithelial cells (TECs) play a key role in kidney fibrosis by mediating cycle arrest at G2/M. However, the key HDAC isoforms and the underlying mechanism that are involved in G2/M arrest of TECs remain unclear. Here, we find that Hdac9 expression is significantly induced in the mouse fibrotic kidneys, especially in proximal tubules, induced by aristolochic acid nephropathy (AAN) or unilateral ureter obstruction (UUO). Tubule-specific deletion of *HDAC9* or pharmacological inhibition by TMP195 attenuates epithelial cell cycle arrest in G2/M, then reduces production of profibrotic cytokine and alleviates tubulointerstitial fibrosis in male mice. In vitro, knockdown or inhibition of *HDAC9* alleviates the loss of epithelial phenotype in TECs and attenuates fibroblasts activation through inhibiting epithelial cell cycle arrest in G2/M. Mechanistically, HDAC9 deacetylates STAT1 and promotes its reactivation, followed by inducing G2/M arrest of TECs, finally leading to tubulointerstitial fibrosis. Collectively, our studies indicate that HDAC9 may be an attractive therapeutic target for kidney fibrosis.

## Abstract (web summary)

Although accumulating evidence indicates that epithelial cell cycle G2/M arrest is involved in kidney fibrosis, the underlying mechanism remains unclear. Here, the authors show that HDAC9 is upregulated in the fibrotic kidney and promotes epithelial cell cycle arrest in G2/M by regulating STAT1.

## Introduction

Kidney tubulointerstitial fibrosis, considered as the ultimate common pathway for the development of chronic kidney disease (CKD), involves multiple cell types^1,2^. Tubular epithelial cells (TECs), the major component of the kidney and the important target in progression of AKI-to-chronic kidney disease (CKD) transition, possess a limited repair capacity^3–5^. When the injury is mild, residual TECs proliferate and reconstitute the tubular structure, promoting to successful remodeling/repair^3^. Otherwise, seriously damaged TECs may undergo changes in energy metabolism, cellular senescence, cell cycle progression, secretion of pro-inflammatory and profibrotic cytokines, or partial epithelial-mesenchymal transition (EMT), leading to maladaptive repair and kidney fibrosis^5^. Remarkably, accumulating evidence shows that prolonged G2/M cell cycle arrest in proximal tubular epithelial cells (PTECs) is an important driver of maladaptive repair and kidney fibrosis^2,6^. PTECs arrested in G2/M phase after injury contribute to production of profibrogenic growth factors, such as transforming growth factor beta 1 (TGF-β1) and connective tissue growth factor (CTGF)^6^. These profibrotic factors not only promote proliferation and activation of fibroblasts through paracrine effects, stimulating extracellular matrix (ECM) production and accumulation, but also induce the loss of epithelial phenotype in tubular epithelial cells via autocrine functions, indicating that epithelial cell cycle G2/M arrest is associated with kidney fibrosis^7^. Therefore, identifying the key and universal molecules involved in epithelial cell cycle G2/M arrest may provide new therapeutic clues to prevent kidney fibrosis and accelerated progression of chronic kidney disease.

Although emerging evidence has indicated the importance of epigenetic modification on the regulation of interstitial fibrosis, the biological function of individual isoforms of histone deacetylases (HDACs)-mediated histone or non-histone acetylation in the kidney are not fully elucidated^8^. HDACs are consisted of at least 18 members which can be divided into Zn^2+^-dependent group (Class I: HDAC1-3 and 8; class II: HDAC4–7, 9, and 10; class IV: HDAC11) and NAD^+^-dependent group (Sirtuin1-7)^8^. Several members of Zn^2+^-dependent HDACs were reported to be increased in the kidney from UUO mice at translational levels^9^. Recent studies further demonstrated that HDAC3 was also elevated in fibrotic kidneys incurred by AAN or adenine-fed chronic kidney disease^10,11^. Moreover, the induction of HDAC6 was also observed in the kidney from angiotensin II-infused mice^12^. These studies strongly suggest that aberrant expression of Zn^2+^-dependent HDACs is involved in the transmission of signals under the condition of renal interstitial fibrosis. Notably, although a variety of pan-inhibitors of HDAC also exhibited obvious effect of anti-renal fibrosis in different experimental models, indicating that pharmacological targeting of Zn^2+^-dependent HDACs may be an innovative therapeutic strategy for decelerating progression of kidney fibrosis, different cellular locations and downstream targets of HDACs indicate different roles in kidney tubulointerstitial fibrosis. In addition, the high specificity and low side effects for HDAC inhibitors remain the great challenges. Therefore, further studies are needed to continue deciphering the role of individual HDAC in different physiological and pathological situations in the kidney.

The present study was designed to explore the role of HDAC9 in kidney fibrosis induced by AAN and UUO, two independent models for kidney fibrosis. We found that HDAC9 was significantly upregulated in the fibrotic kidneys, especially in proximal tubules, and the level of HDAC9 was positively correlated with α-SMA and vimentin. Tubule-specific deletion of *HDAC9* attenuated epithelial cell cycle arrest in G2/M by inhibiting the activation of STAT1. Collectively, our results demonstrated that HDAC9 may be an attractive therapeutic target for kidney fibrosis.

## Results

### HDAC9 was significantly increased in mouse and human fibrotic kidneys

To clarify the expression patterns of Zn^2+^-dependent HDACs in kidney fibrosis, we performed global gene expression profiling in the cortex of kidney from aristolochic acid nephropathy (AAN). 

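RNA from the kidney cortex of 4 sham mice, which received PBS, and 6 AAN mice, which received 1 intraperitoneal injection of aristolochic acid at 5 mg/kg, was taken at day 28 and sequenced as paired-end libraries on the Illumina HiSeq Xten. The authors removed reads of rRNA, adapters, short fragments and low-quality reads, mapped the rest to GRCm38.p4 and computed 1 value per gene and mouse, the fragments per kilobase of gene model and per M fragments (FPKM). The deposited values are these FPKM for the same 21792 Ensembl genes in every mouse, without fragment counts and with no further normalization between mice named. In genes with 1 annotated transcript, low FPKM values were whole multiples of the value of 1 fragment, from which the depth of each library was recovered. It was 15.8 to 17.5 M fragments in sham mice (median 16.5 M) and 13.4 to 16.5 M in AAN mice (median 15.7 M). In sham mice 16690 to 17639 genes had a value above 0, against 19158 to 19636 in AAN mice. The 20 genes with the highest mean over all mice took 50.6% to 74.6% of the FPKM total in sham mice and 28.5% to 61.9% in AAN mice, so the values of all other genes are shares of totals that differ in composition. Between pairs of mice, the correlation of log2 values across genes, which are not independent replicates, was 0.949 to 0.975 among sham mice, 0.901 to 0.972 among AAN mice and 0.807 to 0.914 between the groups. The groups were compared on log2(FPKM + 0.1) with limma (moderated variances with a trend, robust, two-sided) in the 17129 genes with a mean of at least 0.1 FPKM over all mice, with Benjamini-Hochberg adjustment. Single values were also compared with an exact two-sided permutation test over the 210 splits of the 10 mice. The tags of the mice begin with B in 3 sham and 5 AAN mice, and the other tag letters occur in 1 group each. Neither the labels nor the paper's text gives a sequencing batch, so a batch that follows the groups could not be separated from them.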

Although our results showed that *HDAC7* was elevated in the cortex of kidney from AAN, *HDAC9* was preferentially increased in fibrotic kidneys compared to the other members of Zn^2+^-dependent HDACs (Fig. 1a). 

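*Hdac9* (ENSMUSG00000004698) lies on the minus strand of chromosome 12 of GRCm38 from 34047580 to 34917095, has 10 annotated transcripts and overlaps 4 other annotated genes, of which 0 are listed in the deposited values. Its level was 0.0965 ± 0.0822 FPKM in sham mice (SD, n = 4) and 0.732 ± 0.380 FPKM in AAN mice (SD, n = 6). The log2 fold change was 2.07 (standard error 0.39, adjusted p = 0.000721 from limma). All 6 AAN mice had a higher level than every sham mouse (exact two-sided permutation test, p = 0.00476, the smallest this design allows). These levels stood for at most 24.0 fragments per sham mouse and 169 per AAN mouse on average, if the fragments lay over the whole exonic length of 14665 bases. In 1 sham mouse (B634) *Hdac9* was listed at 0, which allows up to 0.0238 FPKM at its depth (3 fragments over the longest transcript, 7940 bases). At such low levels the pseudocount moved the log2 fold change most, to 0.64 with a pseudocount of 1 (adjusted p = 0.00267 from limma, under the 2-fold limit) and to 3.29 with 0.01. With each mouse left out in turn it was 1.78, without B634, to 2.30. Over the 20 alternatives with a test, the adjusted p of *Hdac9* from limma ranged from 0.000251 to 0.0751, and was highest after quantile normalization, where the log2 fold change was 0.86.
*Hdac7* (ENSMUSG00000022475, chromosome 15 from 97792664 to 97844502, minus strand) was at 2.15 ± 0.357 FPKM in sham mice (SD, n = 4) and 6.29 ± 2.06 FPKM in AAN mice (SD, n = 6), a log2 fold change of 1.45 (standard error 0.27, adjusted p = 0.000704 from limma). Its groups did not overlap either (exact two-sided permutation test, p = 0.00952). The increase of *Hdac7* fell under the 2-fold limit, to 0.77 on the log2 scale, when the values were rescaled by the median of ratios between mice, and to 0.60 after quantile normalization. *Hdac1* (ENSMUSG00000028800, chromosome 4 from 129516104 to 129542713, minus strand) rose from 4.03 ± 0.760 FPKM (SD, n = 4) to 8.73 ± 1.16 FPKM (SD, n = 6), a log2 fold change of 1.103 (standard error 0.17, adjusted p = 0.000185 from limma), and was higher in 6 of 6 AAN mice than in any sham mouse. It was just under the 2-fold limit without the sham mouse B634 (0.99) or with a pseudocount of 1 (0.95), and at 0.42 after the median of ratios. The other 8 members had log2 fold changes from 0.24 (*Hdac11*) to 0.75 (*Hdac3*). All 11 members were higher in AAN mice in the values as deposited, but *Hdac6*, *Hdac8*, *Hdac10* and *Hdac11* were lower after the median of ratios, and these 4 together with *Hdac4* and *Hdac5* after quantile normalization. An adjusted p of at most 0.05 from limma was reached by 8 of the 11 members over all genes tested, and by 8 when adjusted over the list alone. *Hdac9*, *Hdac7* and *Hdac1* were the 3 members that also reached 2-fold.
Within each mouse, log2 *Hdac9* minus the mean log2 value of the other 10 members rose by 1.39 from sham to AAN mice (standard error 0.37, exact two-sided permutation test, p = 0.0143). This difference was between 1.16 and 1.59 with each mouse left out in turn, and 1.01 to 1.69 under the 3 rescalings between mice, which were added for this difference after its value was seen. It was 1.29 among the mice with B tags alone (exact two-sided permutation test, p = 0.0536) and 0.091 with a pseudocount of 1 (p = 0.586 in the same exact test). With a pseudocount of 0.01 it was 2.59 (standard error 0.95, p = 0.00476 in the same exact test), so its size depends on the pseudocount. Against *Hdac7* alone, *Hdac9* rose by a further 0.62, which was not beyond the spread between mice (standard error 0.38, exact two-sided permutation test, p = 0.176). With a pseudocount of 1 the increase of *Hdac7* was the larger one, by 0.53 (difference of -0.53, exact two-sided permutation test, p = 0.0762), and with 0.01 that of *Hdac9* was larger by 1.81 (exact p = 0.0333). The paper draws the preferential increase of HDAC9 from the comparison of the members in its volcano plot (Fig. 1a), and then follows HDAC9 by qRT-PCR, WB and IHC staining.

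**Figure D1:**
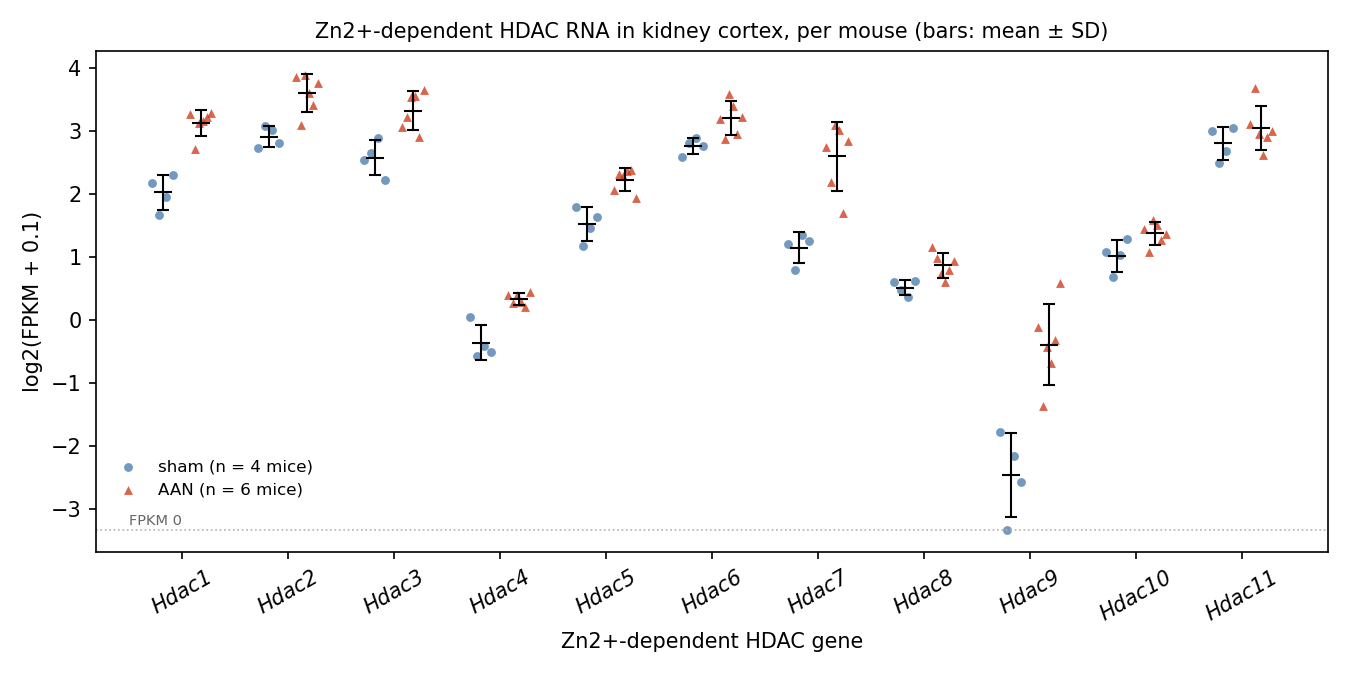
Level of each Zn2+-dependent HDAC gene in the kidney cortex of 4 sham mice (circles) and 6 AAN mice (triangles), as log2(FPKM + 0.1) of the deposited values, with 1 point per mouse and bars for the mean ± SD. *Hdac9* has the lowest level of the 11 genes in both groups, and all 11 group means are higher in AAN mice, which for *Hdac6*, *Hdac8*, *Hdac10* and *Hdac11* held neither after the median of ratios nor after quantile normalization, and for *Hdac4* and *Hdac5* not after quantile normalization.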

By real-time qRT-PCR, Western blot (WB) and immunohistochemical (IHC) staining, the upregulation of HDAC9 was further confirmed in the cortex of kidney from 2 different mouse models induced by AAN and UUO (Fig. 1b–d). Notably, the level of HDAC9 was positively correlated with Vimentin and α-SMA staining in AAN mice (Fig. 1e, f, Supplementary Fig. S1a). To better define the tubular segment specificity of HDAC9 expression in the kidney, we performed double immunostaining for HDAC9 and various tubular markers. The following segment-specific tubular markers were used: proximal tubule, aquaporin 1 (AQP1) and lotus tetragonolobus lectin (LTL); ascending loop of Henle, Tamm-Horsfall glycoprotein (THP); distal convoluted tubule, calbindin D28k; collecting duct, dolichos biflorus agglutinin (DBA)^13,14^. Our results showed that HDAC9 was significantly increased in proximal tubules from AAN mice, but there were no obvious changes in other segments of tubule (Fig. 1g–i). In addition, the upregulation of HDAC9 was also found in another two animal models, unilateral IRI and bilateral IRI (Supplementary Fig. S1b, c). In vitro, we demonstrated that HDAC9 was significantly induced in the proximal tubular cell line, humanHK-2 cells (HK-2), with aristolochic acid (AA) or TGF-β1 treatment (Fig. 1j, Supplementary Fig. S1d). Moreover, we detected the expression of HDAC9 in renal biopsies from patients with CKD (Supplementary Table S1). Compared with the normal kidney tissues from patients who underwent tumor nephrectomy without other renal disease, CKD samples showed significant interstitial fibrosis measured by Masson´s trichrome and Sirius Red staining (Fig. 2a). Our results further showed that HDAC9 was significantly increased in kidney from CKD patients, with upregulation of Vimentin and α-SMA (Fig. 2a). Importantly, linear regression analysis showed that the level of HDAC9 in tubule was positively correlated with Vimentin and α-SMA staining (Fig. 2b, c), suggesting that HDAC9 may play an important role in kidney fibrosis.

**Fig. 1:**
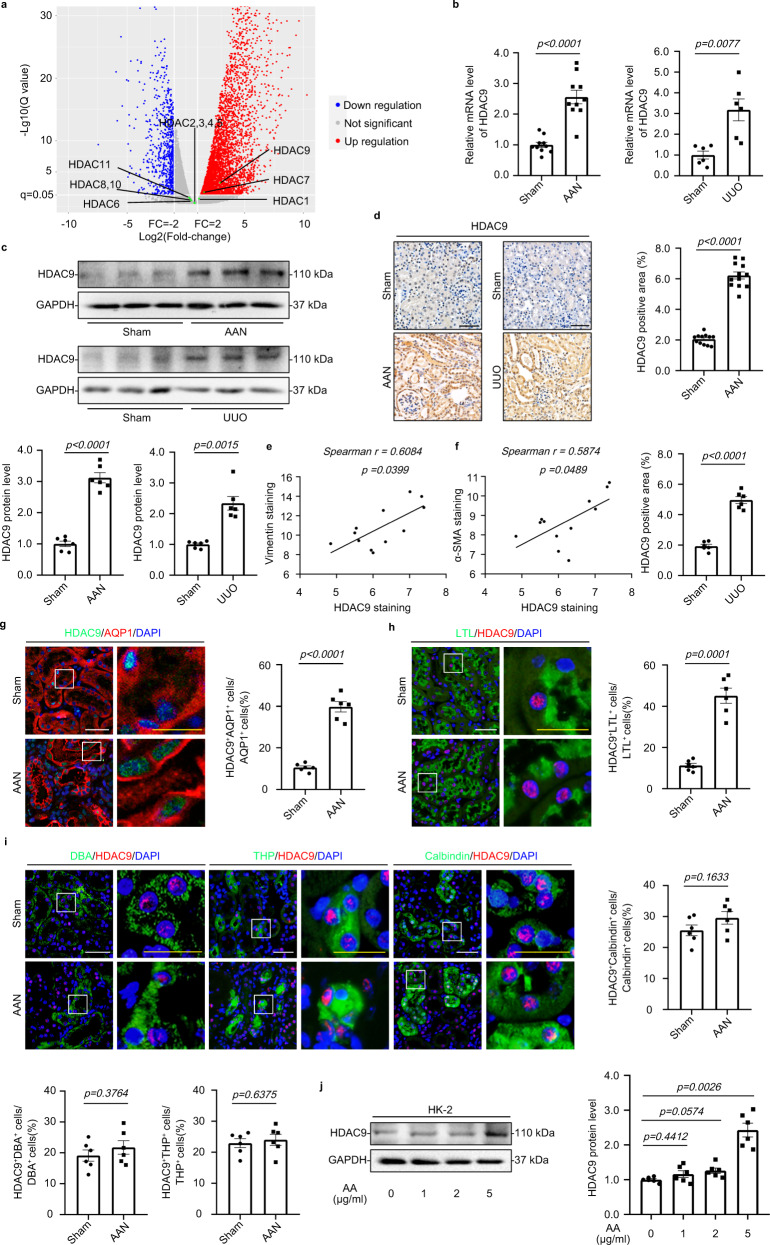
HDAC9 was significantly increased in mouse fibrotic kidneys, especially in proximal tubules. **a** Volcano plot showing *HDACs* expression in the cortex of kidney from AAN (*n* = 4 mice for sham group, *n* = 6 mice for AAN group). Statistically significant changes are marked to indicate whether genes are expected to increase (red) or decrease (blue). **b** Relative mRNA level of *HDAC9* in the cortex of kidney from AAN (*n* = 10 mice per group) and UUO (*n* = 6 mice per group) mice. **c** Protein levels of HDAC9 in the cortex of kidney from AAN and UUO mice (*n* = 6 mice per group). **d** Photomicrographs and quantifications showing HDAC9 expression in kidney from AAN (*n* = 12 mice per group) and UUO (*n* = 6 mice per group) mice. Scale bar: black = 50 μm. Correlation between HDAC9 expression and the degree of Vimentin (**e**) or α-SMA (**f**) staining in AAN mice. (*n* = 12 mice). HDAC9 expression in proximal tubules from AAN mice (*n* = 6 mice per group). Aquaporin 1 (AQP1) (**g**) and lotus tetragonolobus lectin (LTL) (**h**) were used as a proximal tubular marker. Scale bar: white = 20 μm, yellow = 10 μm. **i** HDAC9 expression in tubules from AAN mice (*n* = 6 mice per group). Tamm-Horsfall glycoprotein (THP) was used as a marker for ascending loop of Henle; calbindin D28k was used as a marker for distal convoluted tubule; dolichos biflorus agglutinin (DBA) was used as a marker for collecting duct. Scale bar: white = 20 μm, yellow = 10 μm. **j** Protein levels of HDAC9 in human tubule epithelial cells (HK-2) with aristolochic acid (AA) treatment for 48 h. (*n* = 6 biologically independent experiments). Data are expressed as mean ± SEM (**b**, **c**, **d**, **g**, **h**, **i** and **j**). Two-tailed Student’s unpaired *t* test analysis (**b**, **c**, **d**, **g**, **h** and **i**), one-way ANOVA followed by Tukey’s post-test (**j**), nonparametric Spearman’s correlation coefficient *r* with two-tailed *p*-value (**e** and **f**). Source data are provided as a Source Data file.

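In the deposited FPKM, most genes were higher in AAN mice. The median log2 fold change over all genes tested was 0.75, and 82.3% of the genes were above 0. Relative to this median, *Hdac9* rose by 1.32 on the log2 scale, *Hdac7* by 0.70 and *Hdac1* by 0.36, and *Hdac9* and *Hdac7* were at the 86.8 and 77.5 percentile of all genes tested. The other 8 members were between -0.50 (*Hdac11*) and 0.00049 (*Hdac3*) from the median. Among the 129 genes within a log2 distance of 0.5 in exonic length, 5 percentage points in GC content and a log2 distance of 1 in mean level of *Hdac9*, the median log2 fold change was 0.93 and *Hdac9* was at the 89.9 percentile. After the FPKM were rescaled by the median of ratios, the median of all genes was 0.11, and *Hdac9* was 1.58 above it, *Hdac7* 0.66 and *Hdac1* 0.31. The 7 members with a log2 fold change above 0 under that scaling were *Hdac9*, *Hdac7*, *Hdac1*, *Hdac2*, *Hdac3*, *Hdac4* and *Hdac5*, and of these the 2-fold limit was passed by *Hdac9* (1.69, standard error 0.39). After quantile normalization, with a median of -0.13, *Hdac9* was 1.00 above the median and *Hdac7* 0.73, and 0 of the 11 members passed both limits (3 of 11 had an adjusted p of at most 0.05 from limma, and all of these 3, *Hdac4*, *Hdac8* and *Hdac10*, were lower).

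**Figure D2:**
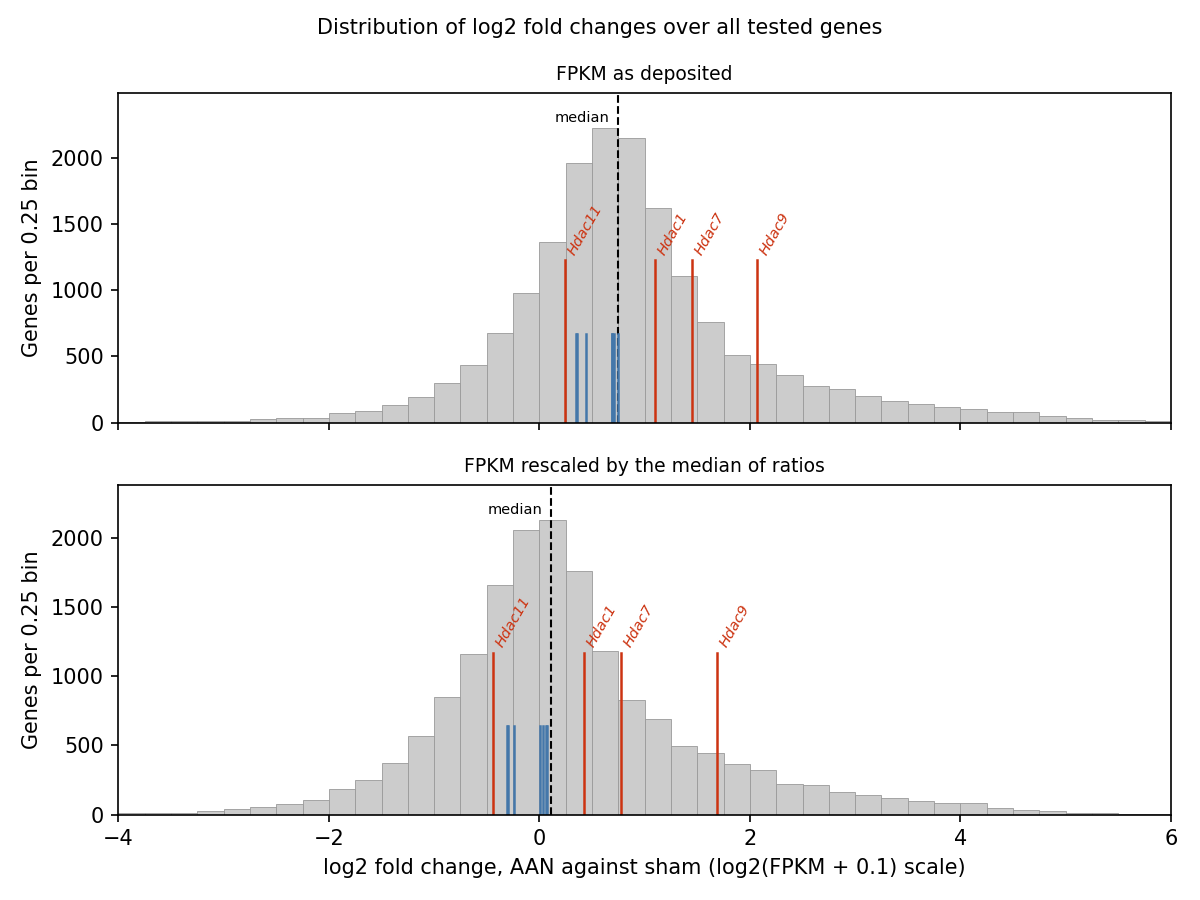
Number of genes per 0.25 step of log2 fold change between AAN mice (n = 6) and sham mice (n = 4), for the FPKM as deposited (upper panel) and rescaled by the median of ratios (lower panel), with the median of all genes as a dashed line. Red lines mark *Hdac1*, *Hdac7*, *Hdac9* and *Hdac11* and shorter blue lines the other members, and the median lies at 0.75 in the upper and 0.11 in the lower panel.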

**Fig. 2:**
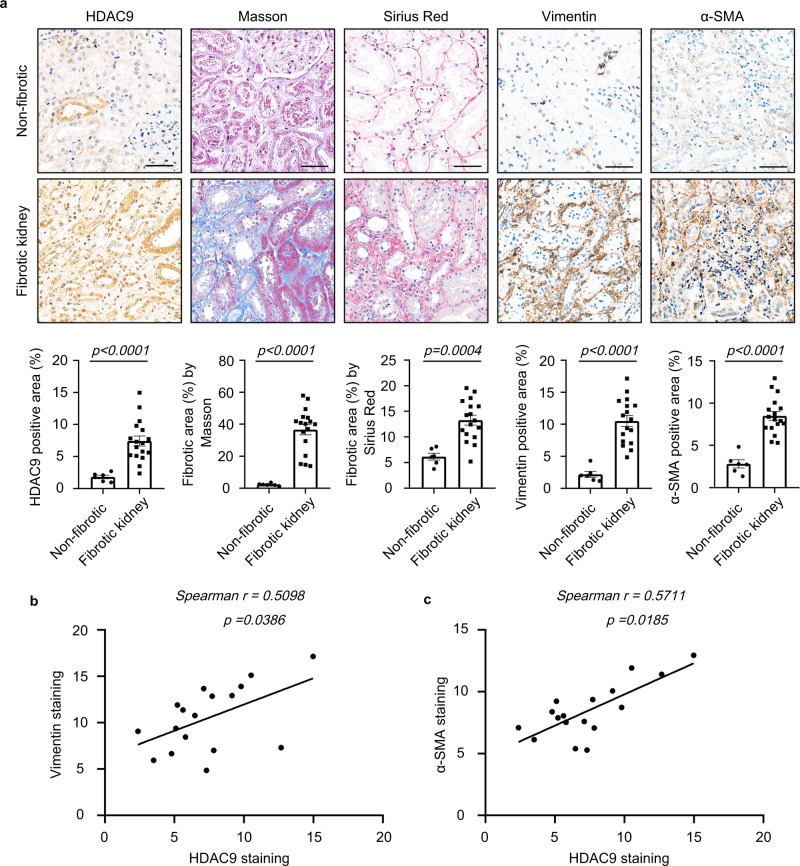
HDAC9 was significantly increased in human fibrotic kidneys. **a** Photomicrographs and quantifications of HDAC9, Masson´s trichrome, Sirius Red Vimentin and α-SMA staining in kidney sections of patients with CKD. Scale bar: black = 50 μm. (*n* = 6 for normal subjects, *n* = 17 for patients with CKD). **b** Correlation between HDAC9 expression and the degree of Vimentin staining in all subjects. (*n* = 17). **c** Correlation between HDAC9 expression and the degree of α-SMA staining in all subjects. (*n* = 17). Data are expressed as mean ± SEM (**a**). Two-tailed Student’s unpaired *t* test analysis (**a**), nonparametric Spearman’s correlation coefficient *r* with two-tailed *p*-value (**b** and **c**). Source data are provided as a Source Data file.

### *Hdac9* deficiency attenuated kidney fibrosis

*HDAC9*^*−/−*^ mice were generated to evaluate the role of HDAC9 in kidney fibrosis (Supplementary Fig. S2a–c). All mice were viable and fertile. *HDAC9*^*−/−*^ mice showed normal physiologic index and kidney function (Supplementary Table S2). We found that *HDAC9* knockout attenuated tubular injury and tubulointerstitial fibrosis in AAN evidenced by the results of H&E staining, Masson´s trichrome and Sirius Red staining (Supplementary Fig. S3a). Moreover, *HDAC9* deficiency significantly reduced the protein level of Collagen I, Collagen IV, Vimentin, α-SMA and TGF-β1 (Supplementary Fig. S3b, c). Based on the obvious upregulation of HDAC9 in proximal tubule areas, we generated tubule-specific *HDAC9* knockout mice using a *Cre-LoxP* recombination system to better elucidate the role of HDAC9 in renal tubular epithelial cell (Supplementary Fig. S4a). *Cdh16-Cre* mice (mice expressing Cre-recombinase under the cadherin 16 promoter, Jackson Laboratory, Stock No: 012237) were crossed with *HDAC9*^*fl/fl*^ mice to generate *Cdh16-Cre/HDAC9*^*fl/fl*^ mice (*Cre*^*+*^*/HDAC9*^*fl/fl*^ mice), which was confirmed by tail genotyping (Supplementary Fig. S4a, b), the decrease of HDAC9 in the cortex of kidney through mRNA analysis and a significant reduction of HDAC9 in isolated tubule (Supplementary Fig. S4c, d). However, there was no obvious change of HDAC9 in isolated glomeruli from *Cre*^*+*^*/HDAC9*^*fl/fl*^ mice (Supplementary Fig. S4d). Meanwhile, we further demonstrated that HDAC9 was deleted in renal tubules including proximal tubule by immunofluorescence staining (Supplementary Fig. S4e). All mice were viable and fertile. *Cre*^*+*^*/HDAC9*^*fl/fl*^ mice did not show any physiologic changes, including in body weight, kidney weight, heart rate, blood pressure, serum creatine (SCr) and blood urea nitrogen (BUN) (Supplementary Table S3). Moreover, we did not find any obvious changes in kidney structure (Fig. 3a), indicating that tubule-specific deletion of *HDAC9* cannot cause the phenotype changes in mice under normal conditions. However, *HDAC9* deficiency in TECs significantly attenuated tubular injury according to the H&E staining (Fig. 3a). Compared with control group, AA-treated mice exhibited obvious deposition of extracellular matrix (ECM), but tubule-specific deletion of *HDAC9* alleviated kidney tubulointerstitial fibrosis evidenced by Masson´s trichrome and Sirius Red staining (Fig. 3a). We further confirmed the antifibrotic effect of *HDAC9* deficiency in AAN mice by the reduction of markers associated with fibrosis, such as Collagen I, Collagen IV, Vimentin and α-SMA (Fig. 3a, b). Moreover, our results showed that infiltration of macrophages (stained by F4/80, a cellular marker of macrophages) in kidney from AAN mice was significantly increased, which was partially reversed by tubule-specific deletion of *HDAC9* (Fig. 3a). *HDAC9* deficiency in TECs attenuated inflammatory responses by reducing the levels of proinflammatory mediator, such as *IL-1β*, *IL-6* and *TNFα* (Fig. 3c–e). In vitro, gene silence of *HDAC9* decreased the protein level of Vimentin and Collagen I (Fig. 3f), as well as reduced the mRNA levels of *IL-6* and *TNFα* in HK-2 cells with AA treatment (Fig. 3g–h). In addition, TGF-β1 treatment enhanced the expression of markers associated with fibrosis and proinflammatory mediators, which was also reversed by *HDAC9* knockdown in HK-2 (Supplementary Fig. S5a–c).

**Fig. 3:**
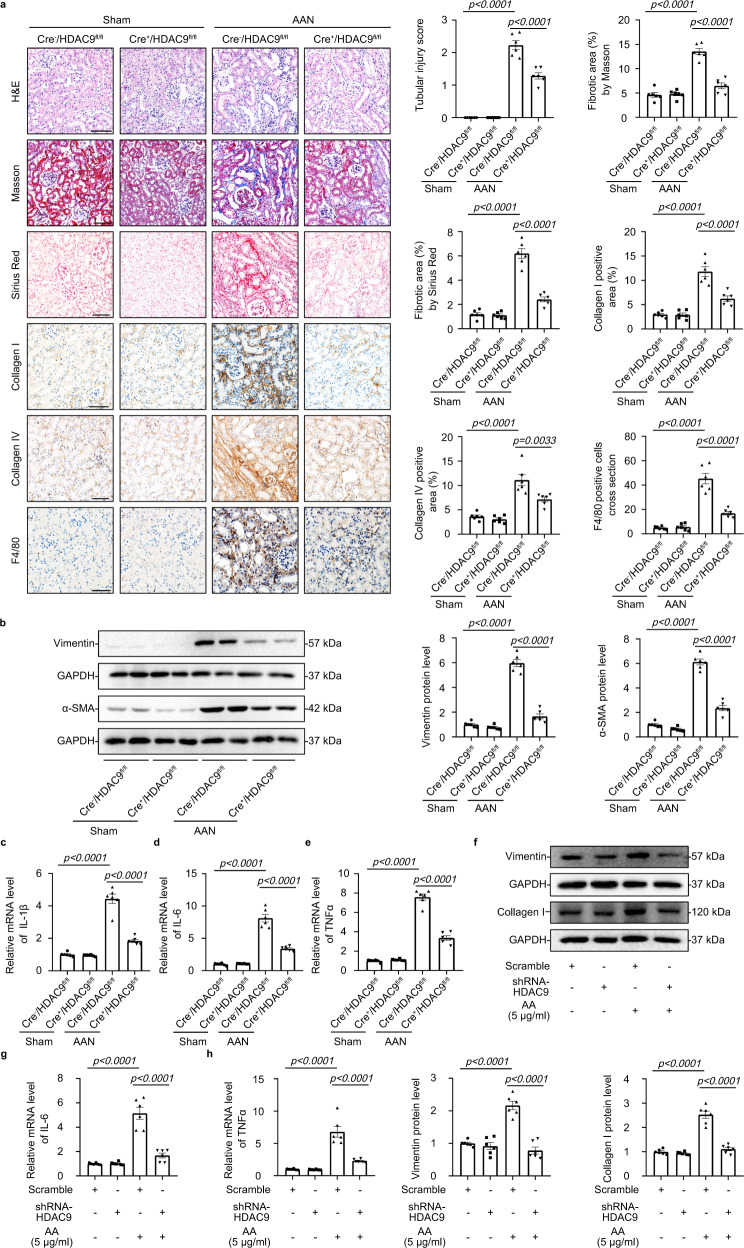
*HDAC9* deficiency attenuated kidney fibrosis and inflammation. **a** H&E staining, Masson´s trichrome staining, Sirius Red staining, collagen I staining, collagen IV staining and F4/80 staining were performed to assess the kidney injury, fibrosis and inflammation in different groups. Scale bar: black = 50 μm. (*n* = 6 mice per group). **b** Representative Western blot gel documents and summarized data showing the relative protein levels of Vimentin and α-SMA in the cortex of kidney from different groups of mice. (*n* = 6 mice per group). **c**–**e** Relative mRNA level of *IL-1β*, *IL-6* and *TNFα* in the cortex of kidney from AAN mice. (*n* = 6 mice per group). **f** Representative Western blot gel documents and summarized data showing the relative protein levels of Vimentin and Collagen I in HK-2 with AA treatments. (*n* = 6 biologically independent experiments). **g**, **h** Relative mRNA level of *IL-6* and *TNFα* in HK-2 with AA treatments. (*n* = 6 biologically independent experiments). Data are expressed as mean ± SEM (**a**–**h**). Two-way ANOVA followed by Tukey’s post-test (**a**–**h**). Source data are provided as a Source Data file.

### HDAC9 contributed to epithelial cell cycle arrest in G2/M

Notably, knockout of *HDAC9* reduced the percentage of TECs arrested in the G2/M phase based on the expression of phospho-histoneH3 at serine10 (p-H3 positive), a marker of cell cycle arrest in the G2/M phase^15^, among all proliferative TECs (Ki-67 positive), which was further confirmed by the reduction in the ratio of cyclin B1/cyclin D1 and p21 expression (Supplementary Fig. S6a, b), two important molecules related to G2/M arrest^16^, suggesting HDAC9 might contribute to epithelial cell G2/M arrest. To further investigate the role of HDAC9 in PTECs, we analyzed the cell cycle distribution of proximal tubular epithelial cells by flow cytometry analysis and found that AA or TGF-β1 treatment increased the percentage of cells in G2/M phase, which was attenuated by *HDAC9* knockdown (Fig. 4a, Supplementary Fig. S7a–c). Moreover, gene silencing of *HDAC9* reduced the cyclin B1/cyclin D1 ratio and the expression of p21 (Fig. 4b). In addition, we analyzed the profibrotic mediators TGF-β1 and CTGF, two fibrogenic growth factors which can be generated from PTECs arrested in the G2/M phase and induce proliferation and activation of fibroblasts^6^. Our results showed that TGF-β1 was not only able to induce NRK-49F cell proliferation and matrix production evidenced by an increased expression of PCNA and α-SMA (Supplementary Fig. S7d, e) but also promoted the loss of epithelial phenotype (Supplementary Fig. S5a). However, *HDAC9* knockdown partially reversed upregulation of *CTGF* and TGF-β1 in HK-2 treated by AA (Supplementary Fig. S8a, b). We further examined the protein contents of TGF-β1 in supernatant of AA-treated HK-2 cells by ELISA. As shown in Fig. 4c, AA treatment increased the secretion of TGF-β1 in supernatant of HK-2, which was inhibited by *HDAC9* knockdown, indicating that HDAC9-mediated G2/M arrest in PTECs contributed to generation of fibrogenic growth factors. To explore the causal relationship between HDAC9-mediated G2/M arrest in PTECs and fibrosis, we cultured fibroblasts in vitro using the conditioned medium from AA–treated HK-2 cells and found conditioned medium from AA-treated HK-2 cells promoted activation of fibroblast, which was reversed by gene silencing of *HDAC9* in HK-2 cells (Fig. 4d, e), further suggesting that HDAC9-mediated G2/M arrest contributes to activation of fibroblasts. In vivo, tubule-specific deletion of *HDAC9* reduced the percentage of TECs arrested in the G2/M phase, and decreased the ratio of cyclin B1/cyclin D1 and p21 expression (Fig. 4f, g, Supplementary Fig. S8c). Furthermore, *HDAC9* deficiency in TECs downregulated the expression of TGF-β1 in the kidney from AAN mice (Fig. 4g). In addition, tubule-specific *HDAC9* knockout reduced the protein level of PCNA and α-SMA, especially in PDGRF-β-positive fibroblasts from fibrotic kidneys (Fig. 4h), suggesting *HDAC9* deficiency in TECs inhibited proliferation and activation of fibroblasts in AAN.

**Fig. 4:**
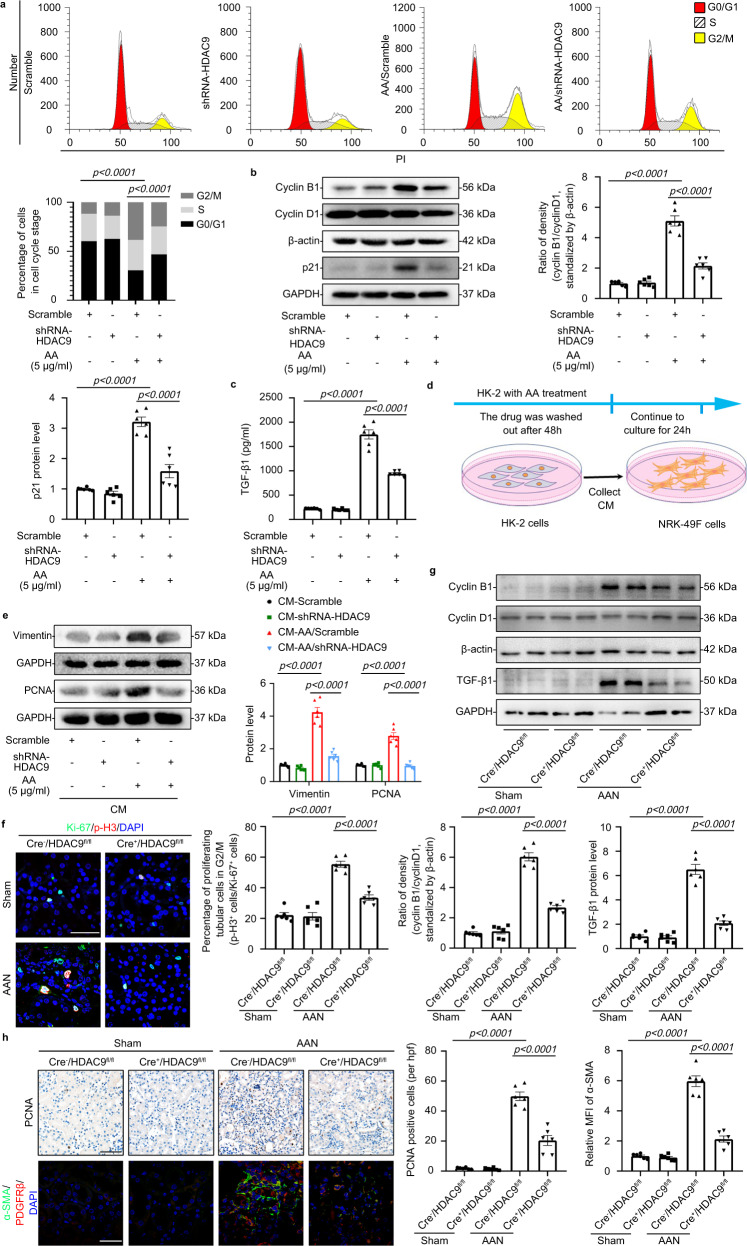
HDAC9 contributed to epithelial cell cycle arrest in G2/M. **a** Cell cycle analysis by flow cytometry for HK-2 in different groups. (*n* = 6 biologically independent experiments). **b** Representative Western blot gel documents and summarized data showing the ratio of cyclin B1 to cyclin D1 densities standardized to β-actin and protein levels of p21 in HK-2 with AA treatment. (*n* = 6 biologically independent experiments). **c** The level of TGF-β1 in the culture supernatant from HK-2 treated with AA for 24 h. (*n* = 6 biologically independent experiments). **d** Experimental scheme for cell treatment: after 48 h treatment of HK-2 cells with aristolochic acid, the drug was washed out and the cells continued in culture for 24 h. The conditioned medium was then collected and added to serum-starved NRK-49F cells. **e** Protein levels of Vimentin and PCNA in fibroblasts treated with conditioned medium from control or G2/M-arrested HK-2 cells. (*n* = 6 biologically independent experiments). **f** Representative photomicrographs of coimmunostaining with antibodies to Ki-67 (anti–Ki-67) and p-H3 (anti–p-H3) on kidneys and the percentage of Ki-67^+^ p-H3^+^ cells among total Ki-67^+^ tubular cells in different groups. Scale bar: white = 20 μm. (*n* = 6 mice per group). **g** Representative Western blot gel documents and summarized data showing the ratio of cyclin B1 to cyclin D1 densities standardized to β-actin in isolated tubules and protein levels of TGF-β1 in cortex of kidney from different groups. (*n* = 6 mice per group). **h** Photomicrographs and quantifications showing PCNA expression in kidney from different groups of mice (up panel). PCNA-positive cells per high power field (hpf) are counted and shown. Scale bar: black = 50 μm. Representative photomicrographs of kidney sections stained for α-SMA, PDGFRβ^+^, and DAPI (down panel), as well as quantitative analysis of a-SMA staining in kidney. Scale bar: white = 20 μm. (*n* = 6 mice per group). Data are expressed as mean ± SEM (**a**–**c**, **e**–**h**). Two-way ANOVA followed by Tukey’s post-test (**a**–**c**, **e**–**h**). Source data are provided as a Source Data file.

### HDAC9 promoted STAT1 activation by deacetylation

STAT1 has been reported to be deacetylated by HDACs, thus permitting its phosphorylation and reactivation, finally leading to tubulointerstitial fibrosis^17,18^. Here, we assessed the expression patterns of STATs in HK-2 cells and found that AA treatment promoted STAT1 and STAT6 phosphorylation, but reduced the phosphorylation of STAT2, STAT3 and STAT5, and had no obvious effects on STAT4 phosphorylation (Fig. 5a). Importantly, gene silencing of *HDAC9* inhibited STAT1 phosphorylation but increased STAT1 acetylation in HK-2 with AA (Fig. 5a, b). Meanwhile, *HDAC9* knockdown reduced the accumulation of p-STAT1 in nucleus of tubular epithelial cells (Fig. 5c). We further demonstrated that the interaction between HDAC9 and STAT1 was strengthened in HK-2 with AA treatment (Fig. 5d), suggesting that HDAC9 specifically activated STAT1 by reducing the acetylation and increasing the phosphorylation of STAT1 after binding. In vivo, We also found that the binding between HDAC9 and STAT1 was increased in AA treated mice, with upregulation of STAT1 phosphorylation (Fig. 5e, f). However, tubule-specific deletion of *HDAC9* reduced STAT1 phosphorylation (Fig. 5f). In addition, the increased phosphorylation of STAT1 was further confirmed in the kidney from CKD patients, with upregulation of cyclin B1(Fig. 5g). Importantly, linear regression analysis showed that the level of p-STAT1 in kidney was positively correlated with HDAC9, cyclin B1, α-SMA and Vimentin expression (Fig. 5h–k). Furthermore, overexpression of STAT1 (Supplementary Fig. S9a) counteracted the effect of *HDAC9* knockdown in HK-2 by increasing the level of p-H3, cyclin B1 and p21, as well as contributing to the increase in the percentage of cells in G2/M (Fig. 6a–d, Supplementary Fig. S9b). Gene silence of *HDAC9* in HK-2 reduced the production of TGF-β1 and prevented proliferation and activation of fibroblasts evidenced by downregulation of α-SMA, Vimentin and PCNA, which was also abrogated by overexpression of STAT1 (Fig. 6e, f). In addition, overexpression of STAT1 elevated the expression of α-SMA and Vimentin in AA treated HK-2 with *HDAC9* knockdown (Supplementary Fig. S9c). These results indicate that STAT1 may be a key molecule linking HDAC9 to G2/M arrest in tubular epithelial cells.

**Fig. 5:**
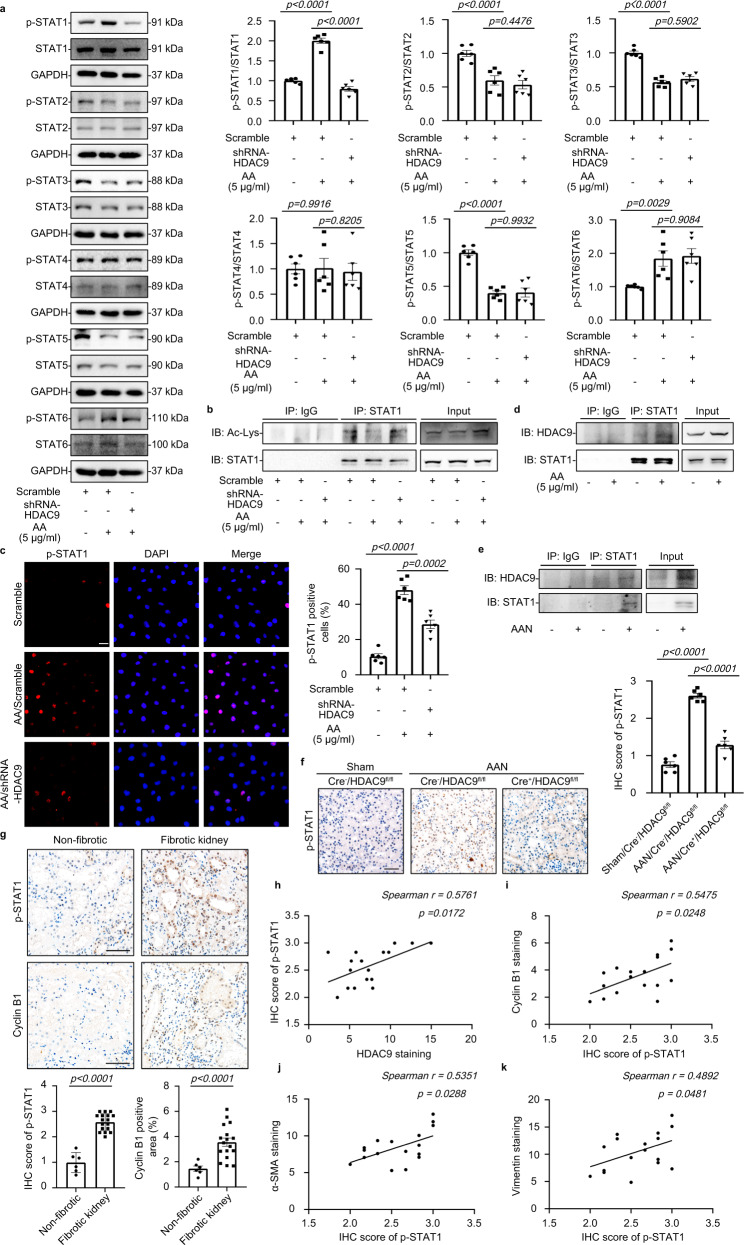
HDAC9 promoted STAT1 activation by deacetylation. **a** Representative Western blot gel documents and summarized data showing the phosphorylation levels of STATs in HK-2 cells. (*n* = 6 biologically independent experiments). **b** Immunoprecipitation demonstrated that *HDAC9* knockdown reduced the acetylation of STAT1. **c** Photomicrographs and quantifications showing that *HDAC9* knockdown reduced accumulation of p-STAT1 in the nucleus of AA-treated HK-2 cells. Scale bar: white = 20 μm. (n = 6 biologically independent experiments). **d**. Immunoprecipitation demonstrated that HDAC9 bound to STAT1 in HK-2. **e**. Immunoprecipitation demonstrated that HDAC9 bound to STAT1 in the cortex of kidney from AAN. **f**. Photomicrographs and quantifications showing that tubule-specific deletion of *HDAC9* reduced the protein levels of p-STAT1 in kidney from AAN. Scale bar: black = 50 μm. (*n* = 6 mice per group). **g** Photomicrographs and quantifications of p-STAT1 and cyclinB1 in kidney from normal subjects and patients with CKD, Scale bar: black = 50 μm. (*n* = 6 for normal subjects, *n* = 17 for patients with CKD). **h**–**k** Correlation analysis between p-STAT1 and HDAC9, cyclinB1, a-SMA and Vimentin expression in all subjects. (n = 17). **b** and **d** were repeated three times independently with similar results; **e** was repeated five times independently with similar results. Data are expressed as mean ± SEM (**a**, **c**, **f** and **g**). Two-way ANOVA followed by Tukey’s post-test (**a**, **c** and **f**), Two-tailed Student’s unpaired *t* test analysis (**g**), nonparametric Spearman’s correlation coefficient *r* with two-tailed *p*-value (**h**–**k**). Source data are provided as a Source Data file.

**Fig. 6:**
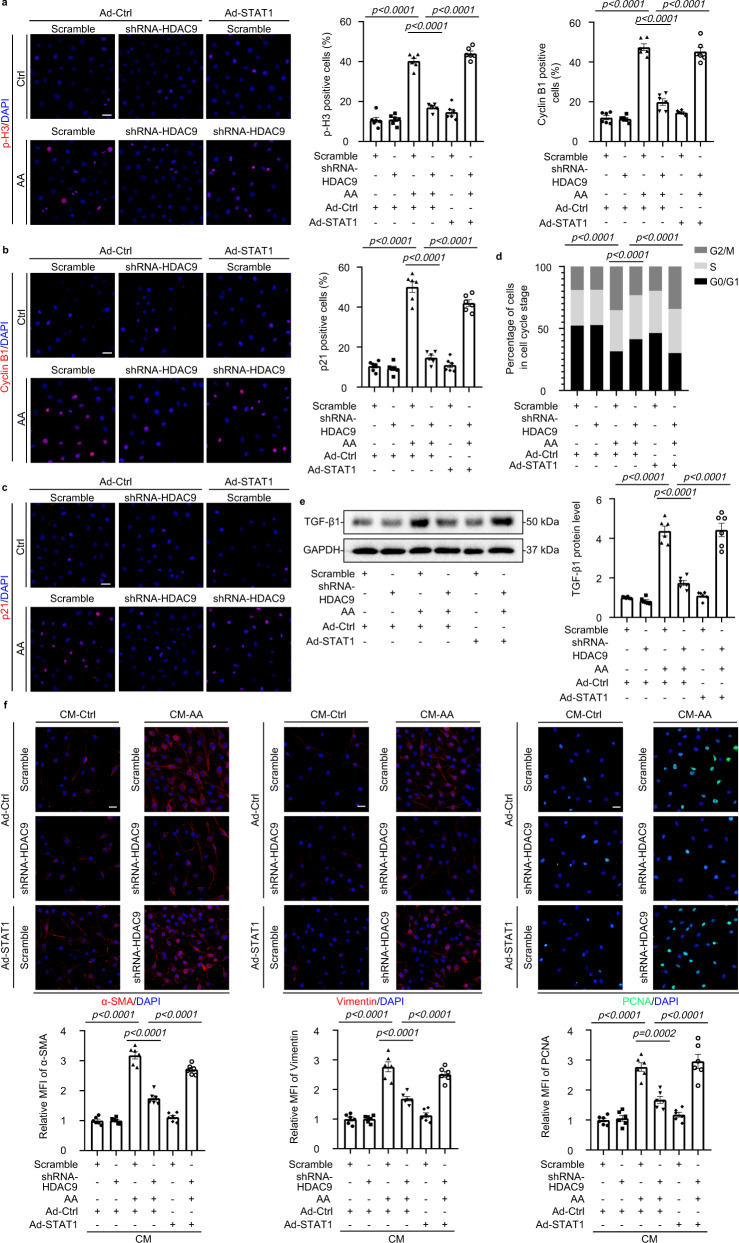
STAT1 was involved in HDAC9-mediated G2/M arrest. **a**–**c** Photomicrographs and quantifications showing that overexpression of STAT1 counteracted the effect of *HDAC9* knockdown in HK-2 by increasing the level of p-H3, cyclin B1 and p21. Scale bar: white = 20 μm. (*n* = 6 biologically independent experiments). **d** Cell cycle analysis by flow cytometry for HK-2 in different groups. (*n* = 6 biologically independent experiments). **e** Representative Western blot gel documents and summarized data showing the relative protein levels of TGF-β1 in HK-2 with different treatments. (*n* = 6 biologically independent experiments). **f** Photomicrographs and quantifications showing the relative protein levels of α-SMA, Vimentin and PCNA in fibroblasts treated with conditioned medium from HK-2 cells with different treatments. Scale bar: white = 25 μm. (*n* = 6 biologically independent experiments). HK-2 cells were stimulated with AA (5 μg/ml) for 48 h. Data are expressed as mean ± SEM (**a**–**f**). Two-way ANOVA followed by Tukey’s post-test (**a**–**f**). Source data are provided as a Source Data file.

### *HDAC9* deletion ameliorated tubulointerstitial fibrosis induced by UUO

We also utilized the murine model of UUO to confirm the role of HDAC9 in tubulointerstitial fibrosis. Tubule-specific deletion of *HDAC9* ameliorated tubular atrophy and tubulointerstitial fibrosis in UUO mice according to the results of H&E staining, Masson´s trichrome and Sirius Red staining (Fig. 7a), which was further confirmed by reduction of Collagen I, Collagen IV, Vimentin and α-SMA (Fig. 7a and Supplementary Fig. S10a). *HDAC9* deficiency in TECs attenuated inflammatory responses by reducing macrophage accumulation and the levels of proinflammatory mediator in kidney from UUO mice (Fig. 7a, b). We also found that *HDAC9* deficiency in TECs decreased the percentage of TECs arrested in the G2/M phase evidenced by reduction of p-H3 positive staining, cyclin B1 and p21 expression (Fig. 7c, d), suggesting *HDAC9* deficiency reduced G2/M phase arrest in TECs from UUO mice. Furthermore, *HDAC9* deficiency in TECs downregulated the expression of TGF-β1 in the kidney from UUO mice (Fig. 7e). Finally, our results showed that *HDAC9* deficiency in TECs inhibited proliferation and activation of fibroblasts in UUO measured by PCNA and α-SMA staining (Fig. 7f).

**Fig. 7:**
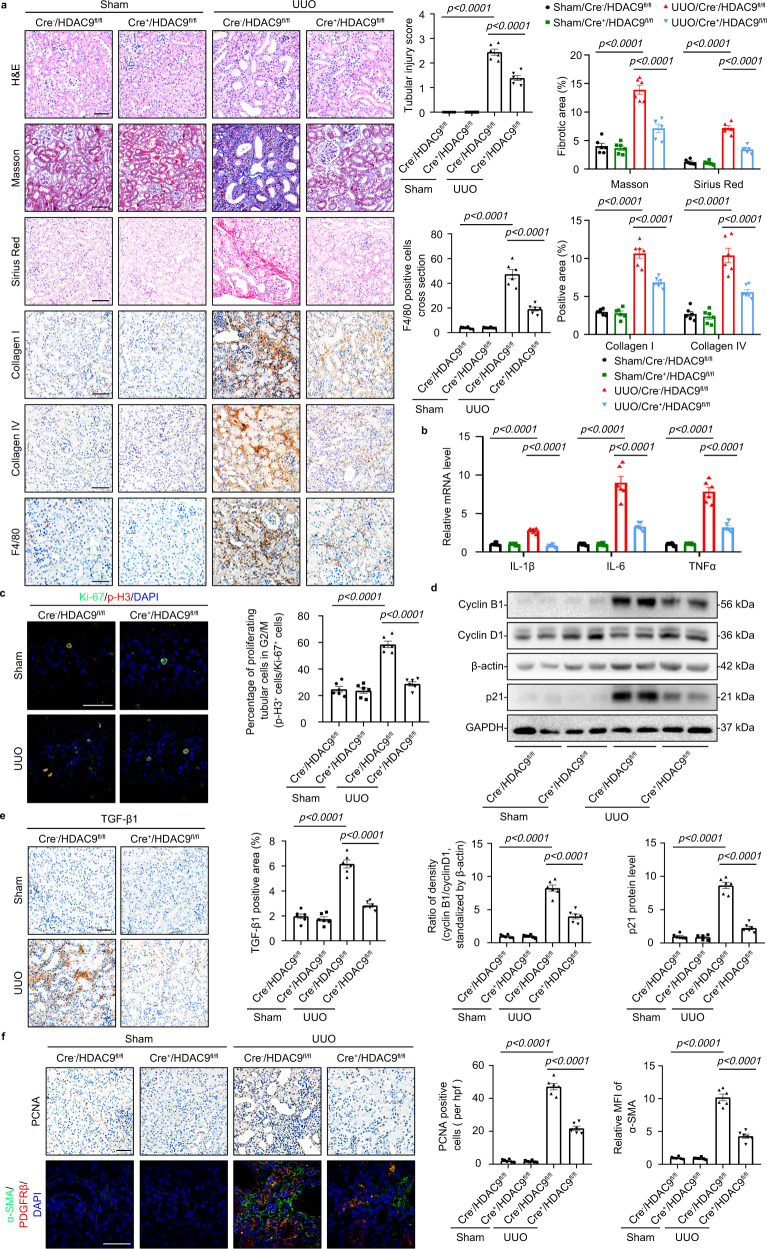
*HDAC9* deletion ameliorated tubulointerstitial fibrosis induced by UUO. **a** H&E staining, Masson´s trichrome staining and Sirius Red staining were performed to assess the kidney injury and fibrosis. Photomicrographs and quantifications of Collagen I and Collagen IV staining were performed to assess the kidney fibrosis. F4/80 staining was performed to assess the kidney inflammation in different groups. Scale bar: black = 50 μm. (n = 6 mice per group). **b** Relative mRNA level of *IL-1β*, *IL-6* and *TNFα* in the cortex of kidney from UUO mice. (*n* = 6 mice per group). **c** Coimmunostaining with antibodies to Ki-67and p-H3 on day-7 kidneys from different groups of mice. Scale bar: white = 20 μm. (*n* = 6 mice per group). **d** Representative Western blot gel documents and summarized data showing the ratio of cyclin B1 to cyclin D1 densities standardized to β-actin and the relative protein levels of p21 in isolated tubules from different groups. (*n* = 6 mice per group). **e** Photomicrographs and quantifications showing the expression of TGF-β1 in kidney from different groups of mice. Scale bar: black = 50 μm. (*n* = 6 mice per group). **f** Photomicrographs and quantifications showing the expression of PCNA in kidney from different groups of mice (up panel); PCNA-positive cells per high power field (hpf) are counted and shown. Scale bar: black = 50 μm. Representative photomicrographs of kidney sections stained for α-SMA, PDGFRβ^+^, and DAPI (down panel), as well as quantitative analysis of a-SMA staining in the kidneys. Scale bar: white = 20 μm. (*n* = 6 mice per group). Data are expressed as mean ± SEM (**a**–**f**). Two-way ANOVA followed by Tukey’s post-test (**a**–**f**). Source data are provided as a Source Data file.

### Pharmacological inhibition with TMP195 attenuated kidney fibrosis

To test the therapeutic implication of our observations, TMP195, a selective class IIa HDAC inhibitor with high affinity for HDAC9^19^, was utilized in AAN mice (Supplementary Fig. S11a). Our results showed that TMP195 alleviated tubular atrophy and tubulointerstitial fibrosis in AAN mice (Fig. 8a, Supplementary Fig. S11b). TMP195 administration decreased inflammatory responses and attenuated G2/M phase arrest in TECs (Fig. 8a–c). We further observed that the expression of p21 and TGF-β1 were reduced in the kidney from TMP195-treated AAN mice (Fig. 8d). In addition, pharmacological inhibition with TMP195 also inhibited the activation of fibroblast according to the decrease of PCNA and α-SMA, especially in PDGRF-β-positive fibroblasts in AAN mice (Fig. 8e). In vitro, TMP195 alleviated the loss of epithelial phenotype and downregulated proinflammatory mediators in HK-2 with AA treatment (Supplementary Fig. S11c–e). Moreover, TMP195 decreased the percentage of HK-2 cells in G2/M and inhibited upregulation of p21 (Fig. 8f, g, Supplementary Fig. S11f). Our results further showed that pharmacological inhibition with TMP195 reduced the expression and secretion TGF-β1 in supernatant of HK-2 with AA (Fig. 8g, h). Finally, we demonstrated that conditioned medium from TMP195-treated HK-2 cells inhibited activation of fibroblast compared to AA-treated HK-2 conditioned medium (Fig. 8i). Additionally, TMP195 reduced the level of STAT1 phosphorylation in AAN mice, suggesting inhibition of HDAC9 inhibited STAT1 phosphorylation (Supplementary Fig. S11g).

**Fig. 8:**
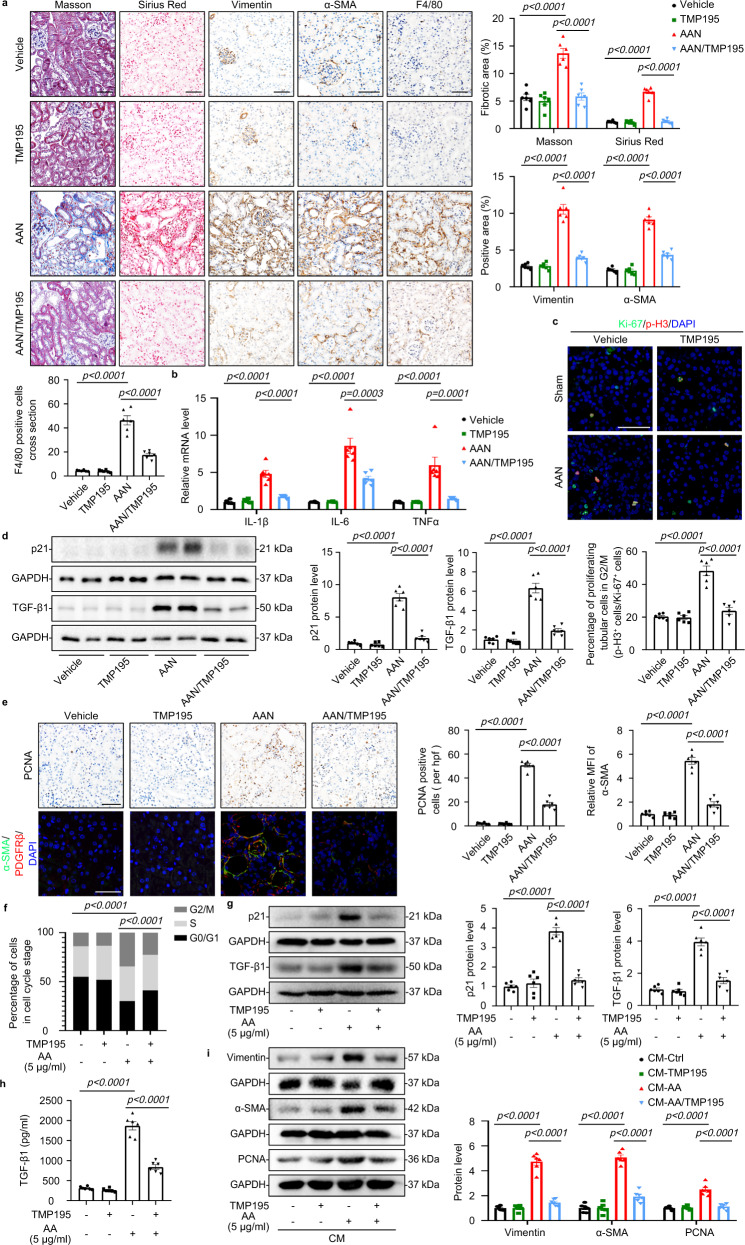
Pharmacological inhibition with TMP195 attenuated kidney fibrosis. **a** H&E staining, Masson´s trichrome staining and Sirius Red staining were performed to assess kidney injury and fibrosis. Photomicrographs and quantifications of Vimentin and α-SMA staining were performed to assess kidney fibrosis. F4/80 staining was performed to assess kidney inflammation in different groups. Scale bar: black = 50 μm. (*n* = 6 mice per group). **b** Relative mRNA level of *IL-1β*, *IL-6* and *TNFα* in the cortex of kidney from AAN mice. (*n* = 6 mice per group). **c** Representative photomicrographs of coimmunostaining with antibodies to Ki-67 (anti–Ki-67) and p-H3 (anti–p-H3) on kidneys and the percentage of Ki-67^+^ p-H3^+^ cells among total Ki-67^+^ tubular cells in different groups. Scale bar: white = 20 μm. (*n* = 6 mice per group). **d** Protein levels of p21 and TGF-β1 in the cortex of kidney from different groups. (*n* = 6 mice per group). **e** Photomicrographs and quantifications showing the expression of PCNA in kidney from different groups of mice (up panel); PCNA-positive cells per high power field (hpf) are counted and shown. Scale bar: black = 50 μm. Representative photomicrographs of kidney sections stained for α-SMA, PDGFRβ^+^, and DAPI (down panel). Quantitative analysis of a-SMA staining in the kidney was performed. Scale bar: white = 20 μm. (*n* = 6 mice per group). **f** Cell cycle analysis by flow cytometry for HK-2 in different groups. (*n* = 6 biologically independent experiments). **g** Protein levels of p21 and TGF-β1 in HK-2 with AA treatment. (*n* = 6 biologically independent experiments). **h** The level of TGF-β1 in the culture supernatant from HK-2 treated with AA for 24 h. (*n* = 6 biologically independent experiments). **i** Protein levels of Vimentin, α-SMA and PCNA in fibroblasts treated with conditioned medium from HK-2 cells with different treatments. (*n* = 6 biologically independent experiments). Data are expressed as mean ± SEM (**a**–**i**). Two-way ANOVA followed by Tukey’s post-test (**a**–**i**). Source data are provided as a Source Data file.

## Discussion

HDAC9, a member of class IIa HDACs, has been implicated in lipid metabolism, progression of atherosclerosis, and macrophage polarization and cerebral ischemia/reperfusion injury^20^. In the kidney, HDAC9 was demonstrated to contribute to podocyte injury and renal damage under diabetic conditions^21,22^. However, whether HDAC9 is a universal pathogenic factor contributing to kidney fibrosis under different pathophysiological conditions in chronic kidney disease keeps unclear. In this study, our results showed that HDAC9 expression was significantly increased in fibrotic kidneys, especially in proximal tubules, from different mouse models of kidney fibrosis including AAN, UUO and ischemia-reperfusion injury (IRI)-induced chronic kidney disease. Importantly, we demonstrated that a significant increase of tubule HDAC9 was positively correlated with Vimentin and α-SMA in fibrotic kidney, further suggesting that HDAC9 is a universal pathogenic factor and plays an important role in kidney fibrosis.

An increasing number of studies have demonstrated that tubulointerstitial damage is correlated better with kidney function decline than that of glomerular injury^23^. Kidney tubulointerstitial fibrosis is one of the major pathological features of chronic kidney diseases and involves multiple cell types^24–29^. Tubular epithelial cells, as the major component of the kidney, are vulnerable to various injuries and might be entered into the stage of maladaptive repair, followed by undergoing changes and functioning as fibrogenic cells, finally leading to the kidney fibrosis, indicating that tubular epithelial cells is not only as victims but also as a contributor in the progression from acute to chronic kidney disease^23^. Recently, accumulating evidence shows that cell-cycle arrest in tubular epithelial cells is an important driver of maladaptive repair and kidney fibrosis^2,6,25,30,31^. Yang et al. found that a significant increase in the proportion of PTECs arrested in the G2/M phase results in the acquisition of a pathogenic phenotype characterized by the sustained expression of profibrotic growth factors, such as TGF-β1 and CTGF^6^, but reversal of the G2/M arrest attenuated kidney fibrosis by reduction of profibrotic growth factors^6^. These results indicate that targeting the G2/M checkpoints may be an attractive therapeutic strategy to prevent progressive chronic kidney disease. In this study, we demonstrated that *HDAC9* knockdown or pharmacological inhibition decreased the percentage of HK-2 cells in G2/M phase induced by AA or TGF-β1 treatment, which was further confirmed in tubule-specific deletion of *HDAC9* and TMP195-treated mice with AAN or UUO, suggesting that HDAC9 contributes to G2/M arrest in tubular epithelial cells. Checkpoints in the cell cycle are usually involved in a number of cell cycle regulatory proteins, such as cyclins, cyclin dependent kinase (CDK) and CDK inhibitors. P21, as a member of the CDK inhibitor family, inhibits the kinase activity of CDK1 (also known as CDC2)–cyclin B1, then inducing cellular G2/M arrest^16^. It has been reported that p21 was upregulated in the fibrotic kidneys^30,32^. Furthermore, *p21* knockout mice were protected from kidney fibrosis compared with wild-type mice^33^. Consistently, our results showed that the expression of p21 was increased in the HK-2 treated by AA, with upregulation of cyclin B1, which was partially reversed by *HDAC9* deficiency, suggesting HDAC9 regulates G2/M arrest by activating p21/cyclin B1 signaling. We further demonstrated that HDAC9-mediated G2/M arrest promoted the production of profibrogenic growth factors in PTECs, especially for TGF-β1, which was not only able to induce NRK-49F cell proliferation and activation but also induced the loss of epithelial phenotype in HK-2. Collectively, we concluded that HDAC9-mediated G2/M cell cycle arrest contributes to fibroblast activation and loss of epithelial phenotype in PTECs by promoting the production of profibrogenic growth factors, such as TGF-β1, finally causing extracellular matrix (ECM) accumulation and kidney fibrosis. Moreover, TGF-β1 is also known to promote fibrosis by enhancing macrophage infiltration^34^. Our result showed that tubule-specific deletion of *HDAC9* or pharmacological inhibition by TMP195 alleviated inflammation in kidney fibrosis, suggesting HDAC9-mediated G2/M cell cycle arrest in PTECs could exacerbate inflammation responses by upregulating the production of TGF-β1. In addition, TMP195, a selective inhibitor of class IIa HDAC, was reported to reduce atheroprogression and confer plaque stability by inhibiting HDAC9^19^. Here, we found that TMP195 attenuated kidney fibrosis with inhibiting G2/M phase arrest in TECs, indicating HDAC9 may be an attractive therapeutic target for kidney fibrosis.

Mechanistically, HDAC9 induced G2/M arrest of PTECs and kidney fibrosis by the activation of STAT1 that is a member of the STAT family which functions as transcription factors that mediate cell proliferation, oxidative stress and apoptosis^35^. STAT1 can be deacetylated by HDACs, thus permitting its phosphorylation and reactivation^18^. Accumulating evidence has indicated that STAT1 activation (the phosphorylated form of STAT1, p-STAT1) contributes to tubulointerstitial fibrosis in various kinds of CKD^17,35–38^. Importantly, the activation of STAT1 regulates cell cycle arrest and senescence by upregulating p21^39–41^. In this study, we assessed the expression patterns of STATs in HK-2 cells and found that AA treatment promoted STAT1 and STAT6 phosphorylation, but reduced the phosphorylation of STAT2, STAT3 and STAT5, and had no obvious effects on STAT4 phosphorylation. Importantly, gene silencing of *HDAC9* selectively inhibited STAT1 phosphorylation but increased STAT1 acetylation in HK-2 with AA. Moreover, we demonstrated that the interaction between HDAC9 and STAT1 was strengthened in AAN, suggesting that HDAC9 activates STAT1 by reducing the acetylation and increasing the phosphorylation of STAT1 after binding. These results indicate that STAT1 may be a key molecule linking HDAC9 to G2/M arrest in tubular epithelial cells.

It should be noted that there are some limitations in this study should be noted. First, although we found the role of HDAC9 in regulating tubular epithelial cells G2/M arrest, further studies are required to delineate the mechanisms by which various stimuli increase HDAC9 expression under pathologic conditions. Regarding this issue, recent studies have reported that TGF-β1 stimulation induced the expression of DNMT3a in HK-2 cells^42^, and DNMT3a could maintain high expression of HDAC9 in macrophages^43^. Our preliminary results showed that DNMT3a was increased in the kidney from AAN and UUO mice (Supplementary Fig. S12a) and in HK-2 cells with AA or TGF-β1 treatment (Supplementary Fig. S12b), indicating that DNMT3a might be one of key molecules in regulating HDAC9 expression. Second, accumulating evidence demonstrates the detrimental effect of HDACs in renal injury^8^, such as HDAC3, HDAC7 and HDAC8, but whether the different members work synergistically to promote to kidney fibrosis remains unclear. Third, a recent study reported that proximal tubule cells showed features of a senescence-associated secretory phenotype but did not exhibit G2/M cell cycle arrest in post-IRI kidneys by single-nucleus RNA sequencing^44^. However, other researchers demonstrated that G2/M arrest in tubular epithelial cells is occurred and involved in the development of kidney fibrosis induced by AA^45,46^. Therefore, we propose that the different conclusion obtained may be due to the different interval of observation, severity of injury or animal models used. Hence, further studies are required to clarify the related regulatory mechanisms.

Collectively, our studies demonstrate that HDAC9 contributes to G2/M arrest in tubular epithelial cells by regulating the activation of STAT1, followed by promoting production of profibrotic cytokine, finally causing kidney tubulointerstitial fibrosis (Fig. 9). Pharmacological targeting of HDAC9 may be an effective innovative therapeutic strategy for patients with chronic kidney disease.

**Fig. 9:**
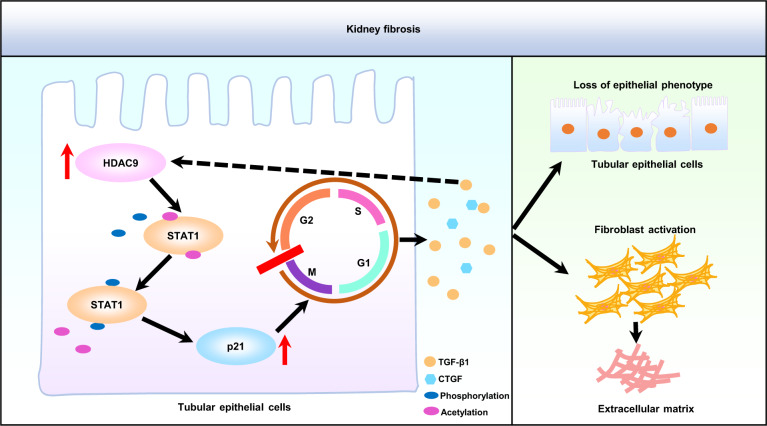
Schematic depicting HDAC9-mediated epithelial cell cycle arrest in G2/M contributes to kidney fibrosis. In pathological condition, HDAC9 contributes to G2/M arrest in tubular epithelial cells by regulating the activation of STAT1, followed by inducing production of profibrotic cytokine, such as TGF-β1, which promoted the loss of epithelial phenotype in tubular epithelial cells and activation of fibroblasts evidenced by upregulation of profibrotic genes, finally causing kidney tubulointerstitial fibrosis. HDAC9 histone deacetylase 9, STAT1 signal transducer and activator of transcription 1, p21 cyclin-dependent kinase inhibitor p21, G2 G2 phase of the cell cycle, M M phase of the cell cycle, G1 G1 phase of the cell cycle, S S phase of the cell cycle, TGF-β1 transforming growth factor β1, CTGF connective tissue growth factor.

## Methods

### Human renal biopsy samples

Renal biopsies had been performed as part of routine clinical diagnostic investigation. We collected the human renal biopsy samples from patients with chronic kidney disease (Supplementary Table S1), including focal segmental glomerulosclerosis (*n* = 9, 7 males and 2 females), IgA nephropathy (*n* = 5, 3 males and 2 females) and diabetic nephropathy (*n* = 3, 3males). The samples of renal biopsies were obtained from Department of Nephrology, Qilu Hospital of Shandong University, Department of Pathology, Shandong University School of Basic Medical Sciences and Department of Nephrology, the First Affiliated Hospital of Zhengzhou University. The chronic kidney disease patients did not start dialysis therapy at the time of kidney biopsy. Normal control samples were obtained from healthy kidney poles of individuals who underwent tumor nephrectomies or renal cystectomy without other kidney diseases. The investigations were conducted in accordance with the principles of the Declaration of Helsinki and were approved by the Research Ethics Committee of Shandong University (Document No. ECSBMSSDU2018-1-051). The written, informed consent to participate was obtained from all study participants (or their parents/legal guardians). All the human study participants did not receive compensation.

### Mouse studies

All experimental protocols for animal studies were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of School of Basic Medical Sciences, Shandong University (Document No. ECSBMSSDU2018-2-091). All mice (3–5 mice per cage) were housed under SPF conditions (12 h light/dark cycle, 24 °C and 40–60% humidity) with ad libitum access to water and standard laboratory chow diet (Beijing KEAOXIELI feed company, Beijing, China). Water and cages were autoclaved. Cages with standard corncob bedding were changed three times a week. For all of the in vivo experiments, littermate control mice were used. All of our experimental animals were kept under barrier conditions under constant veterinary supervision and did not display signs of distress or pathological changes that warranted veterinary intervention. Different groups were allocated in a randomized manner and investigators were blinded to the allocation of different groups when doing surgeries and doing outcome evaluations. The number of the mice used for the experiments is indicated for each experiment in the figure legends. An established mouse model of renal IRI was performed^47^. Briefly, Male C57BL/6 mice, aged 8 weeks (24–28 g), were anesthetized with an intraperitoneal injection of pentobarbital sodium (30 mg/kg body weight) and maintained on a heat pad during surgery. A midline abdominal incision was made and bilateral renal pedicles were clipped for 32 min at 37.5 °C (bilateral IRI, BIRI) or only the left kidney for 35 min at 37 °C (unilateral IRI, UIRI). Sham operations were performed with exposure of both kidneys but without induction of ischemia. After surgery, the mice were maintained under SPF conditions (12 h light/dark cycle, 24 °C and 40–60% humidity) with ad libitum access to water and standard laboratory chow diet. The mice were euthanized and the kidney tissue samples were harvested for histopathological analysis after 4 weeks. The UUO model (Male C57BL/6 mice, aged 8 weeks, 24–28 g) was generated by ligation of the left ureter^6^. After surgery, the mice were maintained under SPF conditions (12 h light/dark cycle, 24 °C and 40–60% humidity) with ad libitum access to water and standard laboratory chow diet. After 7 days of ureteral obstruction, the mice were euthanized and the kidney tissue samples were harvested for histopathological analysis. For the aristolochic acid nephropathy, male C57BL/6 mice, aged 8 weeks (24–28 g), were used. The animal model was induced by a one-time intraperitoneal injection of aristolochic acid (5 mg/kg body weight, A5512, Sigma-Aldrich) in PBS. The normal control mice were administered the same amount of PBS. After administration, the mice were maintained under SPF conditions (12 h light/dark cycle, 24 °C and 40–60% humidity) with ad libitum access to water and standard laboratory chow diet. The mice were euthanized and the kidney tissue samples were harvested for histopathological analysis after 28 days.

### Generation of global *HDAC9* knockout mice

Global *HDAC9* knockout (*HDAC9*^+/−^) mice (C57BL/6JSmoc-*HDAC9*^*em1Smoc*^, Shanghai Model Organisms Center, Inc., Shanghai, China) were purchased from Shanghai Model Organisms. Mouse genotyping was performed using genomic DNA isolated from mouse tails by PCR. The specific primers in this study are listed in Supplemental Table S4. Wide type: only a 513 bp band; homozygous (*HDAC9*^*−/−*^): only a 696 bp band; heterozygous (*HDAC9*^*+/−*^): both bands.

### Generation of tubule-specific *HDAC9* knockout mice

Floxed *HDAC9* mice(C57BL/6JSmoc-*HDAC9*^*em1(flox)Smoc*^, Shanghai Model Organisms Center, Inc., Shanghai, China) were hybridized with transgenic mice expressing Cre-recombinase under the cadherin 16 promoter (B6.Cg–Tg(Cdh16-cre)91Igr/J, Jackson Laboratory) to generated tubule-specific *HDAC9* knockout mice (*Cdh16-Cre*^*+*^/ *HDAC9*^fl/fl^; *Cre*^*+*^*/HDAC9*^*fl/fl*^). Age-matched mice without Cre (*Cdh16-Cre*^*−*^*/ HDAC9*^*fl/fl*^; *Cre*^*−*^*/HDAC9*^*fl/fl*^) were used as controls. Mouse genotyping was performed using genomic DNA isolated from mouse tails by PCR. The specific primers in this study are listed in Supplementary Table S4. Flox genotyping produced 546 bp and 516 bp fragments for the mutant and wild type respectively. Wide type: only a 516 bp band; homozygous (*HDAC9*^*fl/fl*^): only a 546 bp band; heterozygous (*HDAC9*^*fl/+*^): both bands. A 420 bp band was detected in Cre positive (*Cre*^*+*^), but there is no band in Cre negative (*Cre*^*−*^).

### Pharmacological inhibition of HDAC9

Male C57BL/6 mice, aged 8 weeks (24–28 g), were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. Eight-week-old male mice were randomly assigned to following four groups: (1) control solvent injection; (2) TMP195 (50 mg/kg daily intraperitoneal injection from the first day to the last day during 4 weeks, dissolved in corn oil containing 5% DMSO, S8502, Selleck, USA); (3) renal fibrotic mice: AAN (5 mg/kg one-time intraperitoneal injection); and (4) TMP195 interventions of the fibrotic mice. Each group included at least six mice. In vitro, HK-2 cells were serum-starved for 12 h, then TMP195 (5 μM, dissolved in DMSO) was added 30 min prior to the addition of aristolochic acid (5 μg/ml, dissolved in DMSO). Cells were harvested after 48 h of treatment.

### RNA extraction and real-time RT-PCR

TRIzol reagent (Invitrogen, Carlsbad, CA) was used to extract total RNA from the tissues or cells. The UltraSYBR Mixture (CWBIO, Beijing, China) was used to perform Real-time quantitative RT-PCR (qRT-PCR). Bio-Rad iCycler system (Bio-Rad, Hercules, CA, USA) with Bio-Rad CFX Manager 2.1 software (Bio-Rad, California, USA) was used to analyze the mRNA levels for target genes. Levels of the housekeeping gene β-actin were used as an internal control. The specific primers for target genes in this study were listed in Supplementary Table S4.

### Cell culture and treatments

Human tubule epithelial cells (HK-2 cells) and normal rat kidney fibroblast cells (NRK-49F cells) were obtained from American Type Culture Collection (ATCC). HK-2 cells were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 5% fetal bovine serum (FBS) and penicillin/streptomycin. NRK-49F cells were cultured in DMEM containing 10% FBS. In vitro, HK-2 cells were serum-starved for 12 h and then treated with 5 μg/ml aristolochic acid for 48 h. In the experiment of fibroblasts culture by using the conditioned medium, the drug was washed out after the HK-2 cells were treated by AA for 48 h. Then, HK-2 cells were cultured for 24 h and the conditioned medium was collected to add to the serum-starved NRK-49F cells. Knockdown of *HDAC9* by a *HDAC9*-lentivirus transfection (vectors GV115 harboring a short-hairpin RNA sequence targeting *HDAC9*) and overexpression of STAT1 by a *STAT1*-adenovirus transfection (vectors GV314 harboring *STAT1*) were produced by GeneChem Co., Ltd (Shanghai, China).

### Cellular DNA flow cytometric analysis

HK-2 cells were harvested and fixed at 4 °C overnight with 70% ethanol. According to the manufacturer’s protocol (KeyGEN BioTECH, Jiangsu, China), the fixed cells were incubated with RNase A and PI for 30–60 min at room temperature (25 °C) in the dark after washing and analyzed by flow cytometry (CytoFLEX, Beckman Coulter, CytExpert 2.4 version). ModFit LT 5.0 software (Verity Software House, Topsham, ME, USA) was used to analyze cell cycle distribution.

### Western blot analysis

In brief, tissues or cell pellets were resuspended in RIPA buffer containing 1× phosphatase inhibitor 1 and 2, 1× protease inhibitor cocktail and 1×PMSF (Phenylmethylsulfonyl fluoride), followed by incubating in ice for at least 10 min to ensure proper cell lysis. Tissue lysates and cells lysates were centrifugated at 4 °C for 15 min with 12,000 × *g*, then the soluble supernatant was collected. Protein estimation was carried out using BCA protein assay. Proteins were separated by SDS-PAGE and transferred onto PVDF membranes. Antibodies used in this study are summarized in Supplementary Table S5. To document the loading controls, the membrane was reprobed with a primary antibody against housekeeping protein GAPDH or ACTIN. Image J 1.45 software (National Institutes of Health, Bethesda, USA) was used to perform quantitation. Band intensity normalized to an appropriate loading control (the housekeeping gene, GAPDH or ACTIN) and relative abundance was presented. The primary antibodies used were as follows: anti-human/mouse HDAC9 (ORIGENE, Cat#TA324378, 1:500 for Western blot;), anti-human Fibronectin (ProteinTech Group, Cat#15613-1-AP, 1:1000 for Western blot), anti-human/mouse/Rat Vimentin (Cell Signaling Technology, Cat# 5741, 1:1000 for Western blot), anti-human/mouse/Rat Alpha-smooth muscle (Abcam, Cat# ab124964, 1:2000 for Western blot;), anti-mouse/Rat PCNA (ProteinTech Group, Cat#T10205-2-AP, 1:1000 for Western blot;), anti-human/Rat Collagen I (Affinity, Cat# AF7001, 1:1000 for Western blot), anti-human/mouse Cyclin B1 (ProteinTech Group, Cat# 55004-1-AP, 1:1000 for Western blot), anti-human/mouse Cyclin D1 (Abcam, Cat# ab16663, 1:1000 for Western blot), anti-human/mouse TGF beta 1 (Abcam, Cat# ab179695, 1:2000 for Western blot), anti-human/mouse STAT1 (phospho S727) (Abcam, Cat# ab109461, 1:1000 for Western blot;), anti-human Acetylated-Lysine antibody (Cell Signaling Technology, Cat# 9441, 1:1000 for Western blot), anti-human STAT1 (Cell Signaling Technology, Cat# 9176, 10 µg for IP assay; 1:1000 for Western blot), anti-human/mouse STAT1 (Abcam, Cat# ab234400, 1:1000 for Western blot), anti- mouse STAT1 (Abcam, Cat# ab155933, 10 µg for IP assay; 1:1000 for Western blot), anti-human/mouse p21 (Abcam, Cat# ab109199, 1:1000 for Western blot;), anti-human/mouse HDAC3 (ABclonal, Cat# A2139, 1:1000 for Western blot), anti-human/mouse HDAC7 (Abcam, Cat# ab166911, 1:1000 for Western blot), anti-human/mouse HDAC8 (ABclonal, Cat# A5829, 1:1000 for Western blot), anti-human/mouse DNMT3a (Cell Signaling Technology, Cat# 3598, 1:1000 for Western blot), anti-human STAT2 (ABclonal, Cat# A3588, 1:1000 for Western blot), anti-human STAT3 (ABclonal, Cat# A1192, 1:1000 for Western blot), anti-human STAT4 (ABclonal, Cat# A4523, 1:1000 for Western blot), anti-human STAT5 (ABclonal, Cat# A5029, 1:1000 for Western blot), anti-human STAT6 (ABclonal, Cat# A19120, 1:1000 for Western blot), anti-human STAT2 (phospho Y690) (Abcam, Cat# ab191601, 1:1000 for Western blot), anti-human STAT3 (phospho Tyr705) (Cell Signaling Technology, Cat# 9145, 1:1000 for Western blot), anti-human STAT4 (phospho Y690) (Santa Cruz Biotechnolog, Cat# sc-28296, 1:500 for Western blot), anti-human STAT5 (phospho Tyr694) (Cell Signaling Technology, Cat# 4322, 1:500 for Western blot), anti-human STAT6 (phospho Y641) (ABclonal, Cat# AP0456, 1:500 for Western blot), anti-human/mouse/Rat GAPDH (Abways Technology, Cat# AB0037, 1:10000 for Western blot), anti-human/mouse β-actin (Abways Technology, Cat# AB0035, 1:10000 for Western blot), anti-Mouse (G3A1) mAb IgG1 Isotype Control (Cell Signaling Technology, Cat# 5415, 10 µg for IP assay), Mouse anti-rabbit IgG (Conformation Specific) (L27A9) mAb (HRP Conjugate) (Cell Signaling Technology, Cat# 5127, 1:2000 for Western blot).

### Immunoprecipitation assay

STAT1 antibody (10 µg) was incubated with 30 µl Protein A&G magnetic beads (Selleck, Huston, TX) for 1 h at room temperature with constant rotation. The magnetic beads and the sample lysates were incubated overnight at 4 °C. The immunoprecipitated proteins were eluted and detected by western blot using HDAC9 and aceyl lysine antibodies.

### Histological analysis of renal tissues

Tissues were transferred to 4% paraformaldehyde (PFA) and fixed by leaving tissues at 4 °C overnight, then embedded in paraffin and cross-sectioned (4 μm) for histology examination. H&E, Masson´s trichrome and Sirius Red staining were performed according to manufactures’ instructions (Solarbio, Beijing, China). At least six randomly chosen fields per human subject or ten randomly chosen fields per mice within each section were photographed with Olympus BX53 (Olympus, Tokyo, Japan) microscope at 20× or 40× magnification with cellSens software (Olympus, Tokyo, Japan). In H&E analysis^48^, renal injury was scored according to the following system: 0 = no injury, 1 = 1%–20% of area, 2 = 21%–50% of area, 3 = 51%–75% of area, and 4 ≥ 75%. Tubular injury was defined as tubular sloughing, cast formation, dilatation, degeneration, atrophy, or tubulitis. Quantification of collagen content after Masson´s trichrome or Sirius Red staining were performed by analyzing the % of staining area in randomly selected fields (×40) using the Image J 1.45 software (National Institutes of Health, Bethesda, USA). Data are expressed as positive stained area vs. total analyzed area. All samples were examined in a blind manner.

### Immunofluorescence staining

Tissues were transferred to 4% PFA and fixed by leaving tissues at 4 °C overnight, then embedded in paraffin and cross-sectioned (4 μm). Sections were incubated with different primary antibodies and secondary Alexa 488 or 594 conjugated antibody (Abcam). DAPI (Roche, Mannheim, Germany) was used to stain Nuclei. Antibodies used in this study are summarized in Supplementary Table S5. At least ten randomly chosen fields per mice within each section were photographed with Olympus BX53 (Olympus, Tokyo, Japan) microscope at 20× or 40× magnification with cellSens software (Olympus, Tokyo, Japan) or LSM880 laser scanning confocal microscope (ZEISS, Oberkochen, Germany) system with a Plan-Apochromat 63×/1.4 objective and ZEN 2.3 software (ZEISS, Oberkochen, Germany). The images were quantified in positive area per chosen field using the Image J 1.45 software (National Institutes of Health, Bethesda, USA). In vitro, the images were obtained by Olympus BX53 microscope or LSM880 laser scanning confocal microscope system at 20× or 40× magnification. Quantification was performed through analyzing at least 50 cells per group in one experiment by Image J 1.45 software (National Institutes of Health, Bethesda, USA). All samples were examined in a blind manner.

### Isolation of renal tubules

The isolation of renal tubules was performed according to a modified method for glomeruli isolation^49^. Briefly, mice were anesthetized and the surgical procedures were performed, then kidneys were minced into small pieces and pressed through a 100 μm cell strainer after digestion. The glomeruli containing Dynabeads (8 × 10^7^ beads/mouse, Invitrogen, M-450 Tosylactivated) were gathered by a magnetic particle concentrator after washing, then the tubules in residual resuspension were also collected for protein or mRNA analysis.

### Blood pressure measurements in conscious mice

The tail-cuff system (Softron BP-2010; Softron, Tokyo, Japan) with BPTerm10AU BP-2010 software (Softron Tokyo, Japan) was used to measure systolic and diastolic blood pressure in mice^49^. After 5 days of training, measurements of blood pressure in mice were performed at day time (2:00 p.m. to 5:00 p.m.) and taken three times consecutively for each mouse. The blood pressure was represented by the averaged data at that time point.

### RNA-sequencing analysis

According to the manufacturer’s instruction, mouse kidney RNA was isolated using MJzol animal RNA Extraction Kit (MagBeads, Cat#T102096). TruSeq® RNA Sample Preparation Kit (Illumina, California, USA) was utilized to generate Paired-end libraries. The quantification of libraries was performed by Qubit® 2.0 Fluorometer (Thermo Fisher Scientific, Waltham, USA). Agilent 2100 bioanalyzer (Agilent Technologies, California, USA) was used to validate the libraries. The sequencing was performed by Shanghai Biotechnology Corporation using the Illumina HiSeq Xten (Illumina, California, USA). For the analysis of gene expression, the cleaned reads were mapped to GRCm38.p4 (https://www.ebi.ac.uk/ena/browser/view/GCA_000001635.6) reference genome using Hisat2 (version:2.0.4) after filtering out rRNA reads, sequencing adapters, short-fragment reads and other low-quality reads. FPKM values for known gene models were generated by Stringtie (version:1.3.0). 

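Between the sham and AAN mice, 6126 genes were higher in AAN and 588 lower at an adjusted p of at most 0.05 from limma and a change of at least 2-fold, so 91.2% of these genes were higher. The levels of 5529 of them did not overlap between the groups. Over all genes tested, 7468 genes (43.6%) had levels that did not overlap, where chance gives 0.952%. With each mouse left out in turn, 5488 to 6684 genes were higher and 524 to 703 lower. Rescaling between mice changed the division most. After the median of ratios, 3353 genes were higher and 1624 lower (67.4% higher), of which 3941 were among the genes found in the values as deposited. After quantile normalization, 2232 were higher and 2157 lower (50.9% higher). With a pseudocount of 1, 2909 genes were higher and 420 lower.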

Differentially expressed genes were identified by edgeR and were selected using the following filter criteria: FDR ≤ 0.05 and fold-change ≥2 or ≤0.5.

### Statistical analyses

Data are expressed as mean ± SEM of at least three biological replicates. Statistical analyses were performed with GraphPad Prism (version 8.0, GraphPad Software, San Diego, CA). Kolmogorov–Smirnov test was used to assess the normality assumption of the data distribution. For normally distributed data, two-tailed Student’s *t* test was used to analyze the differences between two groups. For non-normally distributed data, Mann-Whitney rank sum test was used to analyze the differences between two groups. One-way ANOVA followed by post hoc Tukey’s test was used to analyze differences between multiple groups with one variable. Two-way ANOVA followed by post hoc Tukey’s test was used to compare multiple groups with more than one variable. Spearman correlation analysis was performed to assess the coefficient (r) and *p* value. Linear regression was performed to depict the linear relationship among variables. Spearman correlation analysis and Linear regression were performed by GraphPad Prism. All statistical details regarding *p*-value and n can be found in main and supplementary figures and figure legends. *p*  <  0.05 was considered statistically significant. Different groups of mice were allocated in a randomized manner and investigators were blinded to the allocation of different groups when doing surgeries and doing outcome evaluations. No animals were excluded from the study based on animal well-being at the beginning of the study.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer review file

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary information files. RNA-sequencing data sets have been deposited to Gene Expression Omnibus under accession code GSE217176. GRCm38.p4 reference genome in this study is available at the European Nucleotide Archive (https://www.ebi.ac.uk/ena/browser/view/GCA_000001635.6). Source data are provided with this paper.

## Source data

Source data

## References

[1] Liu Y (2006). Renal fibrosis: new insights into the pathogenesis and therapeutics. Kidney Int..

[2] Li H (2016). Atg5-mediated autophagy deficiency in proximal tubules promotes cell cycle G2/M arrest and renal fibrosis. Autophagy.

[3] Sako K (2022). Cyclin-dependent kinase 4-related tubular epithelial cell proliferation is regulated by Paired box gene 2 in kidney ischemia-reperfusion injury. Kidney Int..

[4] Humphreys BD (2008). Intrinsic epithelial cells repair the kidney after injury. Cell Stem Cell.

[5] Li H (2022). The cell membrane repair protein MG53 modulates transcription factor NF-kappaB signaling to control kidney fibrosis. Kidney Int..

[6] Yang L, Besschetnova TY, Brooks CR, Shah JV, Bonventre JV (2010). Epithelial cell cycle arrest in G2/M mediates kidney fibrosis after injury. Nat. Med..

[7] Livingston MJ (2023). Tubular cells produce FGF2 via autophagy after acute kidney injury leading to fibroblast activation and renal fibrosis. Autophagy.

[8] Nie L, Liu Y, Zhang B, Zhao J (2020). Application of histone deacetylase inhibitors in renal interstitial fibrosis. Kidney Dis..

[9] Wang J (2022). Molecular mechanisms of histone deacetylases and inhibitors in renal fibrosis progression. Front. Mol. Biosci..

[10] Chen F (2021). Histone deacetylase 3 aberration inhibits Klotho transcription and promotes renal fibrosis. Cell Death Differ..

[11] Lin W (2017). Klotho restoration via acetylation of Peroxisome Proliferation-Activated Receptor gamma reduces the progression of chronic kidney disease. Kidney Int..

[12] Choi SY (2015). Tubastatin A suppresses renal fibrosis via regulation of epigenetic histone modification and Smad3-dependent fibrotic genes. Vasc. Pharm..

[13] Jun JH, Lee EJ, Park M, Ko JY, Park JH (2022). Reduced expression of TAZ inhibits primary cilium formation in renal glomeruli. Exp. Mol. Med..

[14] Lovisa S (2015). Epithelial-to-mesenchymal transition induces cell cycle arrest and parenchymal damage in renal fibrosis. Nat. Med..

[15] Zhang Y (2020). Identification of histone deacetylase 8 as a novel therapeutic target for renal fibrosis. FASEB J..

[16] Abbas T, Dutta A (2009). p21 in cancer: intricate networks and multiple activities. Nat. Rev. Cancer.

[17] Kumar P (2017). Inhibition of HDAC enhances STAT acetylation, blocks NF-kappaB, and suppresses the renal inflammation and fibrosis in Npr1 haplotype male mice. Am. J. Physiol. Ren. Physiol..

[18] Wang X (2014). Histone deacetylase 4 selectively contributes to podocyte injury in diabetic nephropathy. Kidney Int..

[19] Asare Y (2020). Histone deacetylase 9 activates IKK to regulate atherosclerotic plaque vulnerability. Circ. Res..

[20] Das S, Natarajan R (2020). HDAC9: an inflammatory link in atherosclerosis. Circ. Res..

[21] Fan W (2020). LINC00162 participates in the pathogenesis of diabetic nephropathy via modulating the miR-383/HDAC9 signalling pathway. Artif. Cells Nanomed. Biotechnol..

[22] Liu F (2016). Silencing of histone deacetylase 9 expression in podocytes attenuates kidney injury in diabetic nephropathy. Sci. Rep..

[23] Liu BC, Tang TT, Lv LL, Lan HY (2018). Renal tubule injury: a driving force toward chronic kidney disease. Kidney Int..

[24] Debelle FD (2002). Aristolochic acids induce chronic renal failure with interstitial fibrosis in salt-depleted rats. J. Am. Soc. Nephrol..

[25] Sun X (2019). Inhibition of 4E-BP1 phosphorylation promotes tubular cell escaping from G2/M arrest and ameliorates kidney fibrosis. Cell Signal.

[26] Burns WC, Kantharidis P, Thomas MC (2007). The role of tubular epithelial-mesenchymal transition in progressive kidney disease. Cells Tissues Organs.

[27] Borges FT (2013). TGF-beta1-containing exosomes from injured epithelial cells activate fibroblasts to initiate tissue regenerative responses and fibrosis. J. Am. Soc. Nephrol..

[28] Feng Y (2018). Wnt/beta-catenin-promoted macrophage alternative activation contributes to kidney fibrosis. J. Am. Soc. Nephrol..

[29] Basile DP (2007). The endothelial cell in ischemic acute kidney injury: implications for acute and chronic function. Kidney Int..

[30] Qi R (2021). Snai1-induced partial epithelial-mesenchymal transition orchestrates p53-p21-mediated G2/M arrest in the progression of renal fibrosis via NF-kappaB-mediated inflammation. Cell Death Dis..

[31] Ferenbach DA, Bonventre JV (2015). Mechanisms of maladaptive repair after AKI leading to accelerated kidney ageing and CKD. Nat. Rev. Nephrol..

[32] Zhao H (2020). Aristolochic acid induces renal fibrosis by arresting proximal tubular cells in G2/M phase mediated by HIF-1alpha. FASEB J..

[33] Megyesi J (2015). Increased expression of p21WAF1/CIP1 in kidney proximal tubules mediates fibrosis. Am. J. Physiol. Ren. Physiol..

[34] Chung S (2018). TGF-beta promotes fibrosis after severe acute kidney injury by enhancing renal macrophage infiltration. JCI Insight.

[35] Huang F (2019). FoxO1-mediated inhibition of STAT1 alleviates tubulointerstitial fibrosis and tubule apoptosis in diabetic kidney disease. EBioMedicine.

[36] Feng W, Ying WZ, Li X, Curtis LM, Sanders PW (2021). Renoprotective effect of Stat1 deletion in murine aristolochic acid nephropathy. Am. J. Physiol. Ren. Physiol..

[37] Chen X, Wang J, Zhou F, Wang X, Feng Z (2003). STAT proteins mediate angiotensin II-induced production of TIMP-1 in human proximal tubular epithelial cells. Kidney Int.

[38] Ying WZ (2019). Immunoglobulin light chains generate proinflammatory and profibrotic kidney injury. J. Clin. Invest..

[39] Chin YE (1996). Cell growth arrest and induction of cyclin-dependent kinase inhibitor p21 WAF1/CIP1 mediated by STAT1. Science.

[40] Bhunia AK (2002). PKD1 induces p21(waf1) and regulation of the cell cycle via direct activation of the JAK-STAT signaling pathway in a process requiring PKD2. Cell.

[41] Lui AJ (2017). IFITM1 suppression blocks proliferation and invasion of aromatase inhibitor-resistant breast cancer in vivo by JAK/STAT-mediated induction of p21. Cancer Lett..

[42] Hu T, Chen F, Chen D, Liang H (2022). DNMT3a negatively regulates PTEN to activate the PI3K/AKT pathway to aggravate renal fibrosis. Cell Signal.

[43] Li X (2016). Methyltransferase Dnmt3a upregulates HDAC9 to deacetylate the kinase TBK1 for activation of antiviral innate immunity. Nat. Immunol..

[44] Gerhardt LMS, Liu J, Koppitch K, Cippa PE, McMahon AP (2021). Single-nuclear transcriptomics reveals diversity of proximal tubule cell states in a dynamic response to acute kidney injury. Proc. Natl Acad. Sci. USA.

[45] Chen J (2022). Integrated single-cell transcriptomics and proteomics reveal cellular-specific responses and microenvironment remodeling in aristolochic acid nephropathy. JCI Insight.

[46] Lu YA (2021). Single-nucleus RNA sequencing identifies new classes of proximal tubular epithelial cells in kidney fibrosis. J. Am. Soc. Nephrol..

[47] Huang W (2022). JAML promotes acute kidney injury mainly through a macrophage-dependent mechanism. JCI Insight.

[48] Nlandu-Khodo S (2020). Tubular beta-catenin and FoxO3 interactions protect in chronic kidney disease. JCI Insight.

[49] Zhan P (2022). Myeloid-derived growth factor deficiency exacerbates mitotic catastrophe of podocytes in glomerular disease. Kidney Int..

How the deposited data were processed for this re-analysis (not part of the article)

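The deposited data are RNA-seq values of the kidney cortex of 10 mice at day 28, 4 sham mice given PBS and 6 AAN mice given aristolochic acid once at 5 mg/kg. Each mouse has its own values, and no mice were pooled. The groups follow the sample labels, the methods and the legend of Fig. 1a. The labels give each mouse a tag of a letter and a number. No tag is shared between the groups, and no batch is given. The other experiments of the paper (UUO mice, knockout mice, TMP195, human kidneys, and the HK-2 and NRK-49F cells) have no samples among the deposited values used here, so their conclusions were not analysed here.

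The authors prepared paired-end TruSeq libraries, sequenced them on the HiSeq Xten, filtered out rRNA reads, adapters, short fragments and low-quality reads, mapped the remaining reads to GRCm38.p4 with Hisat2 2.0.4 and computed FPKM for known gene models with Stringtie 1.3.0. The deposited FPKM values cover the same 21792 Ensembl genes in each mouse, each above 0 in at least 1 mouse. The paper's text names no annotation release. The authors tested differential expression with edgeR, which works on counts. The deposited values are FPKM and not counts, so limma was used here in place of edgeR, as set for FPKM before the data were examined.

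Gene symbols, positions, exonic lengths and GC content came from GENCODE mouse release 21, which is on GRCm38. It holds 21650 of the 21792 genes, and the 142 others were used without a symbol. Genes that overlap others, or that have near-identical copies, are uncertain because the counting of shared fragments is not described in the paper's text, and strand use is not stated.

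The depth was recovered from the FPKM values themselves. In genes with 1 annotated transcript and values under 0.3 FPKM, the step between values is that of 1 fragment, and 496 of 561 such genes gave the same depth in the reference mouse. A value counted as whole within a tolerance of 0.05. With these depths, 95.1% of low values in genes with 1 transcript were whole fragments, against 11.1% in genes with several transcripts. In the latter, Stringtie shares fragments between transcripts. Counts were therefore not recovered for the HDAC genes, and only an upper limit of their fragments is given, from the whole exonic length. A value of 0 allows up to 3 fragments. These limits cover counting error only.

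The log2 fold changes, standard errors and two-sided p-values came from limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend and robust) on log2(FPKM + 0.1) for the 17129 genes with a mean of at least 0.1 FPKM over the 10 mice. P-values were adjusted by Benjamini-Hochberg over all genes tested, and for the 11 Zn2+-dependent HDACs and the 7 sirtuins also over each list alone. The limits were an adjusted p of at most 0.05 and a fold change of at least 2 or at most 0.5, as in the methods of the paper. No scaling between mice was added to the FPKM. Differences of single values per mouse (1 gene minus another, or the mean log2 value of a gene list) were tested with an exact two-sided permutation test over the 210 splits of the mice into 4 and 6, whose smallest p is 0.00476. Correlations within the 6 AAN mice were tested over all 720 pairings (smallest p 0.00278). Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

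The 13 gene lists for cell types and cell cycle phases (leukocytes, macrophages, B cells, T cells, fibroblasts, endothelium, proximal tubule, injured tubule, thick limb, distal tubule and collecting duct, podocytes, G2/M phase and S phase) were written before the data were examined. So was the rule for the genes named: the HDACs and sirtuins, the genes the paper names, and the 5 genes with the largest increase and the 5 with the largest decrease among those with a symbol that passed the limits, did not overlap between the groups and had a mean of at least 5 FPKM in the group where they were higher. Members of the lists are reported through their list, so *Havcr1* of the injured tubule list is not among the genes with the largest increase. Of the genes the paper names, 1 is not reported here.

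The fit was tested on simulated data: of 17129 simulated genes with the means of the sham mice and the spreads within the groups, 200 were given known changes, 16023 passed the filter, and 71.4% of the 189 changed genes tested were found, with 6 false calls. The exact tests were checked against scipy on simulated values.

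The alternatives, set before the data were examined unless the closing section says otherwise, were pseudocounts of 1 and 0.01, no filter or a mean of at least 1 FPKM, rescaling by the median of ratios, by quantile normalization or to the same FPKM total, limma without trend or robust, no fold change limit, each mouse left out in turn, and the mice with B tags alone. The alternatives written for counts could not be run on FPKM.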

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

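The tests of explanations in this part were chosen after the result they weigh was seen. The tests of the gene lists, the pseudocounts and the values with a mouse left out were set before the data were examined. A sample is given here when its gap to the nearest other mouse of its group was large against the range of the group (Dixon's test at 95%). Of 164 groups of values examined this way, 12 had such a sample, where chance gives 8.2, so single ones among them need no explanation. The AAN mouse B614 accounts for 7 of the 12.

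In B614, the level of *Hdac1* was 6.50 FPKM (8.63 to 9.66 in the 5 other AAN mice), *Sirt3* 23.5 (8.58 to 11.4), *Sirt6* 3.14 (4.28 to 4.89), *Ccl8* 86.8 (336 to 606.5), *Ccl17* 7.70 (38.0 to 89.1) and *Slco1a1* 0.661 (0 to 0.0333). The proximal tubule list had a mean log2 value of 7.23 in B614 and 5.39 to 5.77 in the other AAN mice. In each of these values B614 lay nearer to the sham mice than the other AAN mice did. The values argue against library depth as the cause, since B614 had 15.7 M fragments and was not the AAN mouse with the fewest. Another explanation is that part of the RNA of B614 came from undamaged cortex. The proximal tubule list would need a share of 50.6% for this, and then the 19 genes that sham kidneys lack would have a median log2 ratio of -1.02 to the other AAN mice. The observed median was -1.29, with values of -0.60 to 0.39 in the other AAN mice. However, the lists for thick limb, distal tubule and collecting duct, podocytes and endothelium were 2.8 to 3.6 SD of the other AAN mice above what that share would give, so 1 common share does not describe all lists. The explanation stays open, as does a milder response of this mouse to the same dose, for which no test was made. Without B614, the log2 fold change of *Hdac9* was 2.27 and that of *Hdac7* 1.53, and the thick limb list (-1.06) and the distal tubule and collecting duct list (-0.69) passed the adjusted threshold.

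In the sham mouse H249, *Il6* was at 0.0148 FPKM and *Lyz1* at 0.0480 FPKM, while both were listed at 0 in the 3 other sham mice. A group with 3 values of 0 always gives its highest mouse the largest possible gap, so no explanation was tested. In the AAN mouse B639, the depth was 13.4 M fragments, against 15.5 to 16.5 M in the other AAN mice. The log2 fold change of *Hdac9* without B639 was 2.13. No biological explanation was tested for either.

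In the sham mouse B634, 16690 genes had a value above 0, against 17521 to 17639 in the other sham mice, and the leukocyte list had a mean log2 value of -0.095 (0.64 to 0.78 in the other sham mice). A few abundant genes may contribute to this: mitochondrial genes held 61.4% of the FPKM total in B634, the highest share of the sham mice. A share of FPKM is not a share of fragments. In the other sham mice the genes above 0 did not fall steadily with this share. They were 17521 at 39.5% in B607, 17639 at 46.2% in H249 and 17587 at 54.0% in B636. Whether the leukocyte content of the cortex of B634 was also lower was not tested. B634 is also the sham mouse in which *Hdac9* was listed at 0. Without it the log2 fold change of *Hdac9* was 1.78, and *Hdac1* fell under 2-fold (0.99).

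The paper does not report on 4 of the gene lists that were higher in AAN mice. The mean log2 value of the leukocyte list rose by 4.41 (standard error 0.28), that of the B cell list by 1.92 (0.20), that of the T cell list by 5.00 (0.38) and that of the injured tubule list by 5.25 (0.24). For each of them all 6 AAN mice lay above all sham mice (exact two-sided permutation test, adjusted p = 0.00619 over 13 lists). The B cell list rests on 5 of its 7 genes, since the others were under the filter, and 0 of its genes had a mean above 1 FPKM in sham mice. The counts of genes above 1 FPKM in sham mice were 6 of 8 for leukocytes, 1 of 9 for T cells and 3 of 8 for injured tubule. The most abundant genes of the leukocyte list in AAN mice were *Cd52* (160 FPKM) and *Cd53* (65.0 FPKM), and of the injured tubule list *Spp1* (2188 FPKM, and 146 FPKM in sham mice) and *Clu* (257 FPKM, and 43.9 in sham mice). The values argue against the lower share of abundant transcripts in AAN as the whole cause. After rescaling by the median of ratios the smallest of the 4 rises, that of the B cell list, was still 1.52 (standard error 0.20). By staining, the paper reports more macrophages in AAN kidneys and scores tubular injury (Fig. 3a). A larger number of other leukocytes and a changed state of tubular cells as the source of these rises remain open hypotheses. Whole cortex RNA does not separate them from changes within each cell type.

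The 5 genes with the largest rise outside the gene lists are also not discussed in the paper. *Havcr1* of the injured tubule list had a fitted log2 value of 9.24 and was left out of this ranking as a list member. *Retnla* was at 0.0761 FPKM in sham and 305 FPKM in AAN mice, with a fitted log2 value of 10.42, *Ccl8* at 0.176 and 357 FPKM, with 10.41, and *Lyz1* at 0.0120 and 120 FPKM, with 9.99. *Mucl1* (163 FPKM in AAN) and *Ccl17* (42.4 FPKM in AAN) were listed at 0 in all sham mice, with fitted log2 values of 10.30 and 8.43. The sham levels of all 5 are near or under the pseudocount, so these fitted values depend on it and give no fold. With a pseudocount of 1 they were 7.66 (*Retnla*), 8.06 (*Ccl8*), 6.80 (*Lyz1*), 6.99 (*Mucl1*) and 5.16 (*Ccl17*), and with 0.01 they were 12.42, 11.69, 12.82, 13.62 and 11.75. For all 5, each AAN mouse was above each sham mouse. Rescaling by the median of ratios left the lowest of them, *Ccl17*, at 8.14 (standard error 0.52), which argues against the composition of the libraries as the whole cause. *Lyz1* has a paralog, *Lyz2*, that was at 8.42 to 32.8 FPKM in sham mice. If fragments of *Lyz2* had been assigned to *Lyz1* at a fixed rate, *Lyz1* would hold the same share of their sum in both groups. The share was at least 3.31% in every AAN mouse and at most 0.256% in sham mice, which argues against shared reads as the whole cause. What cells the transcripts came from was not tested.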

How the results depend on the processing

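The rescalings between mice for differences of genes, for gene lists and for G2/M minus S, and the log2 ratio of mean FPKM, were chosen after seeing the data. The difference G2/M minus S itself was not among the tests set before the data were examined. Where a cause is not given, the cause was not tested. The alternatives for counts (total count scaling, DESeq2, edgeR's exact test and the count filters) were not run, because the values are FPKM. *Hdac9* and *Hdac4* have no value with a mean of at least 1 FPKM, since their mean is lower, and a quantile normalized ratio of mean FPKM was not formed. No paired analysis was possible because the mice of the groups share no replicate numbers.

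The genes higher in AAN, 6126, were 2909 with a pseudocount of 1, 4025 with a mean of at least 1 FPKM (fewer genes tested), 3353 after the median of ratios, 2232 after quantile normalization and 9482 without a fold limit. The genes lower in AAN, 588, were 1624 after the median of ratios, 2157 after quantile normalization, 330 with the same total (8896 higher) and 1027 without a fold limit. The median log2 fold change of all genes moved from 0.75 to 0.11, -0.13 and 1.07 under these 3 rescalings, and the share of higher genes among those past the limits from 91.2% to 67.4%, 50.9% and 96.4%. With a pseudocount of 0.01, no filter, limma without trend or robust, the B tags alone, or the mitochondrial or the 20 most abundant genes left out of the total (also chosen after seeing the data), both counts stayed within 1.5 times, as they did with each mouse left out in turn (5488 to 6684 higher, 524 to 703 lower).

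*Hdac9*, at 2.07, was under 2-fold with a pseudocount of 1 (0.64) and past neither limit after quantile normalization (0.86), and its log2 ratio of mean FPKM was 2.92. It kept its direction in every alternative run and passed both limits with each mouse left out in turn (1.78 to 2.30). *Hdac7* was under 2-fold after the median of ratios (0.77) and past neither limit after quantile normalization (0.60), and was 1.33 to 1.63 with each mouse left out. With larger sets of abundant genes left out of the total, also chosen after seeing the data, *Hdac7* passed both limits up to 200 genes, was just under 2-fold with 500 (0.996) and past neither limit with 5000 (0.64), where *Hdac9* was at 1.64. The pseudocount has most effect on *Hdac9* by its construction, since the level of *Hdac9* in sham mice is near 0.1 FPKM. The depth limits its fold change for the same reason. After the median of ratios and after quantile normalization, the direction reversed for *Hdac6* (-0.24 and -0.21), *Hdac8* (-0.30 and -0.73), *Hdac10* (-0.31 and -0.62), *Hdac11* (-0.44 and -0.42), *Sirt1* (-0.028 and -0.38), *Sirt2* (-0.48 and -0.38) and *Sirt7* (-0.11 and -0.30), and after quantile normalization alone for *Hdac4* (-0.51) and *Hdac5* (-0.14). *Ccnd1* was at -0.00062 after the median of ratios. With the same total, *Sirt4* was at 0.34, *Sirt5* at 0.33, *Cdh16* at 0.31 and *Calb1* at 0.16, and *Cdh16* was at 0.015 for the B tags. With each mouse left out in turn, *Sirt4* was between -0.13 and 0.088, *Sirt5* between -0.079 and 0.033, *Cdh16* between -0.28 and 0.18 and *Calb1* between -0.57 and 0.069. Of the 16 other HDACs and sirtuins, 3 passed both limits (*Hdac1*, *Sirt3* and *Sirt6*), against 1 with a pseudocount of 1, 1 after the median of ratios, 1 after quantile normalization, 6 with the same total and 1 to 3 with each mouse left out (1 without B634).

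*Hdac9* minus the other members, 1.39, was 0.091 with a pseudocount of 1, 2.59 with 0.01, and 1.29 for the B tags, where fewer mice were tested. *Hdac9* minus *Hdac7*, 0.62, was -0.53 with a pseudocount of 1 and 1.81, past the threshold, with 0.01. *Ccnb1* minus *Ccnd1*, 1.68, was -0.0043 with a pseudocount of 1 and 0.64 after quantile normalization, and G2/M minus S, 0.80, was 0.047 with a pseudocount of 1. The endothelium list was at -0.13 after the median of ratios and -0.15 after quantile normalization, and the podocyte list at -0.14 after quantile normalization. The correlation of *Hdac9* with the B cell list was -0.082 with a pseudocount of 1. With each AAN mouse left out in turn, its correlation was -0.35 to 0.81 with the leukocyte list, -0.59 to 0.74 with B cells, -0.57 to 0.21 with T cells, -0.87 to 0.40 with proximal tubule, -0.76 to 0.32 with thick limb, -0.77 to 0.67 with distal tubule and collecting duct and -0.40 to 0.82 with *Vim*. Leaving out B614 reversed each of these but that with T cells, which A483, B639 and B666 reversed.

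Of the 58 other genes examined, 30 kept their direction and their side of the limits in every alternative in which they were tested. Among single genes, lists and correlations, 25 further values were weaker and 11 stronger, and 15 weaker and 5 stronger with a mouse left out.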

Differences from the paper's values

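The comparison with the log2 ratio of the mean FPKM was chosen after the values were seen.

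In Fig. 1a the paper places HDAC9 at a log2 fold change of about 2.9 (Fig. 1a, read by eye), where the value here was 2.07 (standard error 0.39). Of the alternatives set before the data were examined, the pseudocount of 0.01 gave a value within the error of the paper's (3.29, standard error 0.75). The others did not: 0.64 with a pseudocount of 1, 2.07 with no filter or with limma without trend or robust, 1.69 after the median of ratios, 0.86 after quantile normalization, 2.24 with the same total, 1.98 for the mice with B tags, and 1.78 to 2.30 with each mouse left out in turn. The log2 ratio of the mean FPKM of the groups, which was chosen after seeing the values, was 2.92.

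For the RNA level of HDAC9 in AAN against sham mice, the paper's qRT-PCR values in the source data of Fig. 1b (10 mice per group) have a ratio of group means of 2.56, marked here as the paper's value. The qRT-PCR values are relative to β-actin, while FPKM are relative to all fragments, so the denominators differ. The ratio of mean FPKM in the sequenced mice was 7.59. None of the alternatives set before the data were examined closed the gap: the ratio was 1.58 with a pseudocount of 1, 6.97 with 0.01, 4.99 after the median of ratios, 8.77 with the same total, 6.75 for the mice with B tags, and 5.69 (without B634) to 11.4 (without B607) with each mouse left out in turn.

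In Fig. 1a the paper marks HDAC9 and HDAC7 as the members with a significant increase. Here *Hdac1* also passed both limits (log2 fold change 1.103, adjusted p = 0.000185 from limma). *Hdac1* did not pass them with a pseudocount of 1 (0.95), after the median of ratios (0.42), after quantile normalization (0.36) or without the sham mouse B634 (0.99). In Fig. 1a HDAC1 lies at a log2 fold change of about 1.1 (read by eye), near the value here. A smaller fold change in the figure therefore does not account for HDAC1 not being marked there. After the median of ratios *Hdac9* passed both limits and *Hdac7* did not reach 2-fold (0.77). Without B634, *Hdac9* and *Hdac7* passed both limits and *Hdac1* did not. The same held with the 20 most abundant genes left out of the FPKM total, which was chosen after seeing the values (*Hdac1* at 0.85), and with 50, 100 or 200 left out, also chosen after seeing them. The ranking of HDAC9 above the other members was not found with a pseudocount of 1, where *Hdac7* had the largest log2 fold change (1.16 against 0.64 for *Hdac9*), and could not be examined with a mean of at least 1 FPKM, which *Hdac9* does not reach.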

Other observations

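The tests on larger sets of abundant genes, on the order of the genes, on the positions in Fig. 1a and on the mice B607 and B614 were chosen only after the result was seen.

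Several explanations were weighed for the higher *Hdac9* in AAN mice. The values argue against the composition of the libraries as the whole cause, since *Hdac9* was still 1.69 higher on the log2 scale (standard error 0.39) after rescaling by the median of ratios, although quantile normalization took it to 0.86. An effect of exonic length and GC content stays open: among 129 genes matched on length, GC content and mean level, *Hdac9* was at the 89.9 percentile, with a limit of 90 set before, and rose by 1.14 more than their median of 0.93. Fragments of an overlapping gene could not be examined, since 0 of the 4 annotated genes that overlap *Hdac9* are listed. Leukocytes in the cortex also stay open. Across the 6 AAN mice, the rank correlation of *Hdac9* with the leukocyte list was 0.314 (exact permutation test, two-sided, p = 0.564), which is too few mice to exclude it, and *Hdac9* rose less than that list did. These data give no test of the tubular source of *Hdac9* that the paper shows by staining.

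Within the 6 AAN mice, 15 relations of *Hdac9* were computed, and none passed the adjustment (smallest adjusted p 0.292 from the exact permutation test), with 2 at an unadjusted p under 0.05. For *Acta2* the Pearson correlation was 0.89 (exact permutation test, two-sided, p = 0.0472) and Spearman's rho 0.60 (p = 0.242 in the same exact test). With each AAN mouse left out in turn, r with *Acta2* was 0.74 (without B614) to 0.95 (without A483). Without the 2 mice farthest from the median of *Acta2* it was -0.41, over 4 mice with a narrower range of *Acta2* and of *Hdac9*, which weakens a correlation by itself. For *Vim* r was 0.59 (exact permutation p = 0.256) and rho 0.20 (p = 0.714 in the same exact test). Without the 2 mice farthest from the median of *Vim*, r was 0.14. With each mouse left out in turn, r with *Vim* was -0.40 (without B614) to 0.82 (without B639). The paper reports positive correlations of HDAC9 with α-SMA and Vimentin staining in AAN mice (Fig. 1e, f). Its text does not state whether the sequenced mice were among them. For the endothelium list r was -0.84 (exact permutation p = 0.0306, adjusted p = 0.292) and rho -0.89 (p = 0.0333 in the same exact test). Without the 2 mice farthest from the median of that list, r was -0.81. With each mouse left out in turn, r with the list was -0.90 (without A483) to -0.58 (without B666).

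For the counts of genes past the limits, 1 of 100 splits drawn from the 210 of the 10 mice gave as many genes, the real split itself, and the next largest gave 3499. Most genes were higher in AAN mice in the deposited values. A loss of abundant transcripts in AAN raises the FPKM of all other genes. The 20 most abundant genes alone are not the whole cause, since the median log2 fold change was still 0.52 with them left out of the total. With more of the abundant genes left out it fell further, to 0.34 with 500 and 0.13 with 5000, so a loss spread over more of the abundant transcripts stays open, and FPKM without a spike-in do not tell an overall rise in RNA from a change of composition.

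Of the gene lists, macrophages rose by 4.54 on the log2 scale, fibroblasts by 2.99, G2/M phase by 2.87, S phase by 2.07 and endothelium by 0.55, while the proximal tubule list fell by 2.16 (exact two-sided permutation test for each, p = 0.00476, adjusted p = 0.00619 over 13 lists, with no overlap between the groups). The rise of endothelium reversed after the median of ratios (-0.13) and after quantile normalization (-0.15). The podocyte list rose by 0.68 (exact p = 0.0381, adjusted p = 0.0450, and 0.0375 to 0.9 over its alternatives). The thick limb list (-0.70, exact permutation p = 0.252) and the distal tubule and collecting duct list (-0.44, exact permutation p = 0.290) did not pass. In sham mice, 6 of 9 macrophage genes, 5 of 8 fibroblast genes, 8 of 8 endothelium genes, 12 of 12 proximal tubule genes, 6 of 6 thick limb genes, 8 of 8 distal tubule and collecting duct genes, 4 of 6 podocyte genes, 0 of 14 G2/M genes and 7 of 12 S phase genes had a mean above 1 FPKM. *Col1a1*, *Col1a2* and *Pdgfrb* of the fibroblast list, *Adgre1* of the macrophage list, *Aqp1*, *Umod* and *Calb1* of the tubule lists and *Ccnb1*, *Cdk1* and *Pcna* of the phase lists are also genes the paper names. A lower share of proximal tubule cells alone would raise the markers of all other segments alike. The podocyte list minus the thick limb list rose by 1.38 (standard error 0.38, exact two-sided permutation test, p = 0.0143). This pair was picked after seeing the values. It had the highest and the lowest change among the podocyte, endothelium, thick limb, and distal tubule and collecting duct lists. The p does not allow for that choice, so the test cannot decide whether a lower share of proximal tubule cells was the whole cause. Loss of transcripts within surviving tubular cells stays open as well.

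The paper reports G2/M arrest of tubular cells from staining, flow cytometry and cyclin proteins. In the cortex RNA, the G2/M list rose by 0.80 more than the S list (standard error 0.10, exact two-sided permutation test, p = 0.00476). The lists were set before the data were examined, but their difference was not. With the FPKM of each list summed before the log2, which was chosen after seeing the data, the difference was 1.42 (standard error 0.11, same exact test, p = 0.00476). With a pseudocount of 1 the difference of the list means was 0.047 (exact permutation p = 0.619, and 0.00476 to 0.619 over the alternatives), since the G2/M genes are low in sham mice. This is consistent with more cells held between S and M phase, and also with more dividing cells of any type, which the lists do not tell apart. *Ccnb1* minus *Ccnd1* rose by 1.68 (standard error 0.26, exact two-sided permutation test, p = 0.00476), and by -0.0043 with a pseudocount of 1, so this ratio of transcripts depends on how low values of *Ccnb1* (0.0448 FPKM in sham, 0.691 in AAN) are treated.

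Of the 7 sirtuins, *Sirt6* rose by 1.09 (adjusted p = 0.000345 from limma) and *Sirt3* fell by 1.07 (adjusted p = 0.00403 from limma, lower in 5 of 6 AAN mice than in any sham mouse), and both passed the 2-fold limit. *Sirt1* (0.63) and *Sirt7* (0.56) had an adjusted p under the limit, so 4 of 7 did, over all genes and also adjusted over the list alone. *Sirt2* (0.21), *Sirt4* (-0.018) and *Sirt5* (-0.027) did not. After the median of ratios *Sirt6* (0.42) was the 1 sirtuin of 7 still higher, and the same held after quantile normalization (0.18), where *Sirt3* kept its direction.

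The paper names other genes, mostly for their protein or by qRT-PCR in other samples. In these 10 mice the log2 fold changes were 3.17 for *Vim*, 1.15 for *Acta2*, 4.41 for *Col1a1*, 3.30 for *Col1a2*, 1.81 for *Col4a1*, 1.71 for *Col4a2*, 3.33 for *Fn1*, 3.35 for *Tgfb1*, 1.73 for *Ccn2* and 1.78 for *Pdgfrb*. They were 2.48 for *Il1b*, 3.95 for *Tnf* and 3.81 for *Adgre1*. *Il6* was under the filter, at 0.00371 FPKM in sham and 0.0764 FPKM in AAN mice. They were 2.37 for *Ccnb1*, 0.69 for *Ccnd1*, 3.94 for *Cdkn1a*, 1.71 for *Pcna*, 3.69 for *Mki67* and 2.89 for *Cdk1*. They were 2.25 (*Stat2*), 1.97 (*Stat3*), 4.11 (*Stat4*), 1.07 (*Stat5a*), 0.78 (*Stat5b*) and 1.13 (*Stat6*), and for *Dnmt3a* 1.65. The adjusted p from limma was at most 0.00788 (*Ccnd1*) for all genes of this paragraph that were tested up to here. They were 0.72 for *Cdh1* (adjusted p = 0.0415 from limma), -0.995 for *Aqp1* (0.0866), -1.04 for *Umod* (0.176), -0.21 for *Calb1* (0.727) and -0.057 for *Cdh16* (0.888). The level of *Acta2* overlapped between the groups (higher in 5 of 6 AAN mice than in any sham mouse). After the median of ratios *Acta2* (0.45), *Stat5a* (0.41) and *Stat6* (0.44) were under 2-fold, and *Aqp1* (-1.69) and *Umod* (-1.73) passed both limits.

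The 5 genes with the largest fall were *Slco1a1* (-7.03), *Gm6300* (-6.04), *Hpd* (-5.38), *Gm29012* (-5.33) and *Azgp1* (-5.06), each lower in all 6 AAN mice than in any sham mouse. With a pseudocount of 1 they were -4.26, -3.50, -3.32, -3.19 and -4.12, so the size of these falls depends on the pseudocount. *Gm6300* is annotated as a pseudogene and *Gm29012* as a lincRNA, so reads shared with a similar gene stay open for them.

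The genes are listed in the files in an order that follows a test of the 2 groups. The rank correlation of the position with the p from limma, across genes, was 0.963 after the median of ratios, 0.407 as deposited, 0.643 after quantile normalization and 0.274 with the same total. This is consistent with a test that scales for composition. The 11 positions in Fig. 1a were within 0.048 of the log2 ratio of mean FPKM as deposited, which is consistent with fold changes taken without such scaling.

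The mice B607 (sham) and B614 (AAN) deviated from their groups in the same direction. Across 12241 genes, which are not independent replicates, their deviations had a correlation of 0.601. Both trended with exonic length (rank correlation 0.43 and 0.31), but the correlation was still 0.553 with the median of each length and GC bin taken off, which argues against these as the whole cause. A shared batch, a difference in dissection and chance stay open, as the labels give no such information, and no biological explanation was tested.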
